# Lipid droplets are a metabolic vulnerability in melanoma

**DOI:** 10.1038/s41467-023-38831-9

**Published:** 2023-06-02

**Authors:** Dianne Lumaquin-Yin, Emily Montal, Eleanor Johns, Arianna Baggiolini, Ting-Hsiang Huang, Yilun Ma, Charlotte LaPlante, Shruthy Suresh, Lorenz Studer, Richard M. White

**Keywords:** Melanoma, Organelles, Cancer models

## Abstract

Melanoma exhibits numerous transcriptional cell states including neural crest-like cells as well as pigmented melanocytic cells. How these different cell states relate to distinct tumorigenic phenotypes remains unclear. Here, we use a zebrafish melanoma model to identify a transcriptional program linking the melanocytic cell state to a dependence on lipid droplets, the specialized organelle responsible for lipid storage. Single-cell RNA-sequencing of these tumors show a concordance between genes regulating pigmentation and those involved in lipid and oxidative metabolism. This state is conserved across human melanoma cell lines and patient tumors. This melanocytic state demonstrates increased fatty acid uptake, an increased number of lipid droplets, and dependence upon fatty acid oxidative metabolism. Genetic and pharmacologic suppression of lipid droplet production is sufficient to disrupt cell cycle progression and slow melanoma growth in vivo. Because the melanocytic cell state is linked to poor outcomes in patients, these data indicate a metabolic vulnerability in melanoma that depends on the lipid droplet organelle.

## Abstract (web summary)

Lipid droplets are a dynamic organelle found in a variety of cell types, most prominently in adipocytes. Here, the authors find in zebrafish and human cells that lipid droplets are enriched in a subset of melanoma cells that promote cancer formation and growth.

## Introduction

Phenotypic heterogeneity is influenced both by cell-intrinsic factors and tumor microenvironmental (TME) interactions^1–4^. In melanoma, both bulk and single-cell RNA-sequencing (scRNA-seq) has revealed numerous transcriptional cell states linked to distinct phenotypes^1–5^. For example, early studies demonstrated two unique gene signatures associated with proliferative versus invasive cell states^6,7^. These signatures have become increasingly nuanced, with most human melanoma exhibiting multiple transcriptional states linked to phenotypes such as metastasis, drug resistance, and immune evasion^2,3,8–10^. While these states are somewhat plastic, their maintenance across different patients suggests that each state may exhibit unique biological properties. One dimension of this phenotype spectrum is the degree of cellular differentiation. Melanocytes arise from the progressive differentiation of neural crest cells to melanoblasts, and finally differentiated melanocytes^11^. scRNA-seq has revealed that most melanomas contain a mixture of undifferentiated neural crest-like cells as well as more mature, pigmented melanocytic cells^2,4^. The less mature, neural crest-like states have been implicated in melanoma initiation and metastasis and have been well characterized^12,13^. In contrast, fewer studies have focused on the role of the pigmented, mature melanocytic cell state. Prior to terminal differentiation, these pigmented melanocytic cells remain highly proliferative, suggesting they may play a key role in tumor progression^9,14,15^. This state has translational importance since clinical data have correlated differentiated melanocytic identity with worse clinical outcomes^16–19^. Acquisition of a differentiated melanocytic cell identity has been associated with metastatic seeding and evasion of targeted therapy in patients, highlighting the need to uncover vulnerabilities in this cell state^19,20^.

Dissecting the mechanisms driving this state requires tractable genetic models that recapitulate human melanoma phenotypic heterogeneity while preserving an immunocompetent TME. In this study, we use a zebrafish model of BRAF-driven melanoma coupled with analysis of human samples to uncover a metabolic dependency of the pigmented melanocytic state that is linked to lipid droplets.

## Results

### Melanocytic cell state upregulates oxidative metabolism in melanoma

We used our recently developed technique for generating melanoma in zebrafish, TEAZ (Transgene Electroporation of Adult Zebrafish)^21^, to investigate phenotypic heterogeneity in a model of *BRAF*^*V600E*^ *p53*^*-/-*^ *PTEN*^*ko*^ melanoma (Fig. 1a). In this model, fish develop melanomas in fully immunocompetent animals at the site of electroporation in a median of 5 to 8 weeks. 

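The single-cell data came from tumor and adjacent tissue of 6 zebrafish that were pooled into 1 droplet reaction (Chromium 3′ v3 chemistry), after male and female fish had been given different CellPlex tags and debris and doublets had been sorted out. The pool is therefore 1 library, and no difference between its cell states has a replicate. The methods place the collection at 3 months after TEAZ and Fig. 1a places it at 9 weeks. The authors counted unique molecular identifiers (UMIs), each of which marks a captured transcript, with Cell Ranger 6.0.2, removed cells with fewer than 200 genes or more than 30% mitochondrial UMIs, and normalized the counts with SCTransform in Seurat 4.0.2. The deposited table holds 20141 genes in 3968 cells, and no cell of the deposited annotation lies outside these limits (fewest genes 201, highest mitochondrial share 29.4%). The values of the table are whole numbers but not raw UMIs. They sum to between 5400 and 9687 per cell (median 7712.5), whereas the annotation lists between 341 and 120384 raw UMIs per cell (median 8442.5, 41939540 in all). The values are thus UMI counts that SCTransform corrected to a common depth, and they are called corrected counts here. The correction also adds counts to shallow cells. Each of the 501 cells with under 2000 raw UMIs had more genes above 0 after the correction (median 1069) than had been detected before it (median 465). Levels are given as mean corrected counts over all cells of a group, and the added counts enter these means. Shares of cells are for this reason given only for cells with at least 2000 raw UMIs, a limit chosen after seeing the data. For each of the 5 melanoma states of the deposited annotation, a gene's corrected counts were summed over the cells, 0.5 was added to the sum, and its share of all corrected counts was divided by the share in the other 4 melanoma states pooled, as a log2 ratio. A list of genes is summarised by the median log2 ratio of its genes with at least 50 corrected counts over the melanoma cells, and by the percentile of that median among 10000 random lists of the same size and matched mean expression, which describes this library and is not a test.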

We performed scRNA-seq from *n* = 6 zebrafish tumors for a total of 3968 cells composed of melanoma and TME cells (Fig. 1b). After quality control and cluster annotation^22^, we identified five melanoma clusters representing distinct transcriptional cell states (Fig. 1b, c and Supplementary Fig. 1a–e). 

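The deposited annotation assigned 2678 of the cells to the melanoma clusters and 1290 to the TME. Among the melanoma cells the stressed cluster was the largest, with 853 cells (31.9%, exact 95% binomial interval 30.1 to 33.7). The inflammatory and melanocytic clusters had nearly the same size, with 580 cells (21.7%, 20.1 to 23.3) and 579 cells (21.6%, 20.1 to 23.2), a difference within these intervals. The proliferative and invasive clusters each held 333 cells (12.4%, 11.2 to 13.7). The intervals cover counting error only, since the 6 fish cannot be told apart in the annotation. Without cells above 10% mitochondrial UMIs, the alternative that moved these shares most, the melanocytic share was 21.4%. Raw depth differed between the clusters, from a median of 7979 UMIs per cell in the invasive to 15141 in the proliferative cluster. The medians were 9768 in the melanocytic, 10341 in the stressed and 8546 in the inflammatory cluster, and 5165.5 in the TME.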

Using differential gene expression and Gene Set Enrichment Analysis (GSEA), we identified the five melanoma clusters to represent transcriptional states of stressed, proliferative, invasive, inflammatory, and melanocytic identity (Fig. 1c, Supplementary Fig. 2a–d and Supplementary Data 1). 

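Genes labelled in Fig. 1c were compared in the cluster they mark. In the invasive cluster, *krt18a.1* averaged 25.9 corrected counts per cell against 3.57 in the other 4 melanoma clusters (log2 ratio 2.89), and *pdgfbb* averaged 3.84 against 0.0640 (log2 ratio 5.93). In the proliferative cluster, *hmgn2* averaged 52.4 against 6.06 (log2 ratio 3.08) and *cdk1* averaged 3.13 against 0.0277 (log2 ratio 6.77). In the inflammatory cluster, *defbl1* averaged 55.7 against 0.529 (log2 ratio 6.73) and *apoda.1* averaged 44.3 against 0.596 (log2 ratio 6.23). Weighting the other 4 clusters equally rather than by their cells moved these 6 genes most, to 6.32 for *defbl1* and 5.82 for *apoda.1*. As a measure of free RNA, the TME averaged 0.572 for *defbl1*, 0.464 for *apoda.1*, 0.0426 for *pdgfbb* and 0.0450 for *cdk1*. These means include counts that the correction added to shallow cells, so they may overstate free RNA. *krt18a.1* and *hmgn2* were also present in the TME, at 4.36 and 4.13 corrected counts per cell.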

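Of 4 stress genes, *gadd45ga* differed most between the stressed cluster and the other 4 melanoma clusters, with a mean of 6.37 against 2.67 corrected counts per cell (log2 ratio 1.22). *ddit3*, which encodes a transcription factor of the integrated stress response, averaged 7.62 against 3.52 (log2 ratio 1.08). The immediate early genes *junba* and *fosb* averaged 14.4 against 7.94 (log2 ratio 0.83) and 13.7 against 7.73 (log2 ratio 0.80). With cells thinned to 7095 corrected counts and cells below that number left out (52 of the stressed, 91 of the melanocytic, 10 of the proliferative, 69 of the invasive and 46 of the inflammatory cells), *fosb* had a log2 ratio of 0.54. These genes were not restricted to melanoma cells, since the TME averaged 7.15 for *ddit3*, 13.6 for *fosb* and 13.7 for *junba*, while *gadd45ga* was lower there, at 1.31. A list of 39 integrated stress and immediate early genes had a median log2 ratio of 0.59 in the stressed cluster, with 32 genes higher, above every one of the matched random lists. The same list had medians of 0.21 in the invasive (percentile 99.3), -0.09 in the inflammatory (percentile 89.7), -0.84 in the melanocytic and -0.88 in the proliferative cluster. With thinned cells the median in the stressed cluster was 0.34.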

The stressed cluster in our data set significantly enriched for genes like *gadd45ga*, *ddit3*, *fosb*, and *junba*, consistent with the stressed cellular state in previous zebrafish and human melanoma scRNA-seq profiling^2,8^ (Fig. 1c and Supplementary Fig. 2a). Through GSEA, we found that the inflammatory cluster enriched for immune-related processes and the proliferative cluster strongly enriched for cell division processes (Fig. 1c and Supplementary Fig. 2b, c). 

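The proliferative cluster was compared through lists of genes of the S and G2/M phases. Of 41 S phase genes, 39 were higher in the proliferative cluster (median log2 ratio 2.76), and of 50 G2/M genes 49 were higher (median 5.74), both above all of the matched random lists. Restricted to genes with at least 200 corrected counts, the G2/M median was 5.02. In the other 4 melanoma clusters the G2/M median lay between -3.93 in the stressed and -2.78 in the melanocytic cluster. The G2/M genes with the largest ratios among those with at least 200 corrected counts were *nusap1* (2.32 against 0.00810 corrected counts per cell), *kif11* (1.47 against 0.00768) and *top2a* (2.17 against 0.0124), and *jpt1b* had the smallest, being lower in the proliferative cluster (2.19 against 3.74). Among the largest S phase ratios were those of *rrm2* (log2 ratio 4.94) and *tyms* (4.24), and the smallest was that of *rrm2b* (-0.35). The GO sets behind the immune processes were not used here. For the inflammatory cluster, 7 macrophage markers had a median log2 ratio of 1.03 (percentile 99.935), with 6 of them higher, and 3 neutrophil markers a median of -0.22 (percentile 56.6), with 1 of them higher. The level of the macrophage markers was low: *cd74a* averaged 1.78 corrected counts per inflammatory cell against 46.2 per TME cell, and *c1qb* 0.0190 against 6.50.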

Similarly, the invasive cluster enriched for genes like *krt18a.1* and *pdgfbb* expressed in previously characterized human melanoma invasive cell states^7^, as well as cell migration processes (Fig. 1c and Supplementary Fig. 2d),

**Fig. 1:**
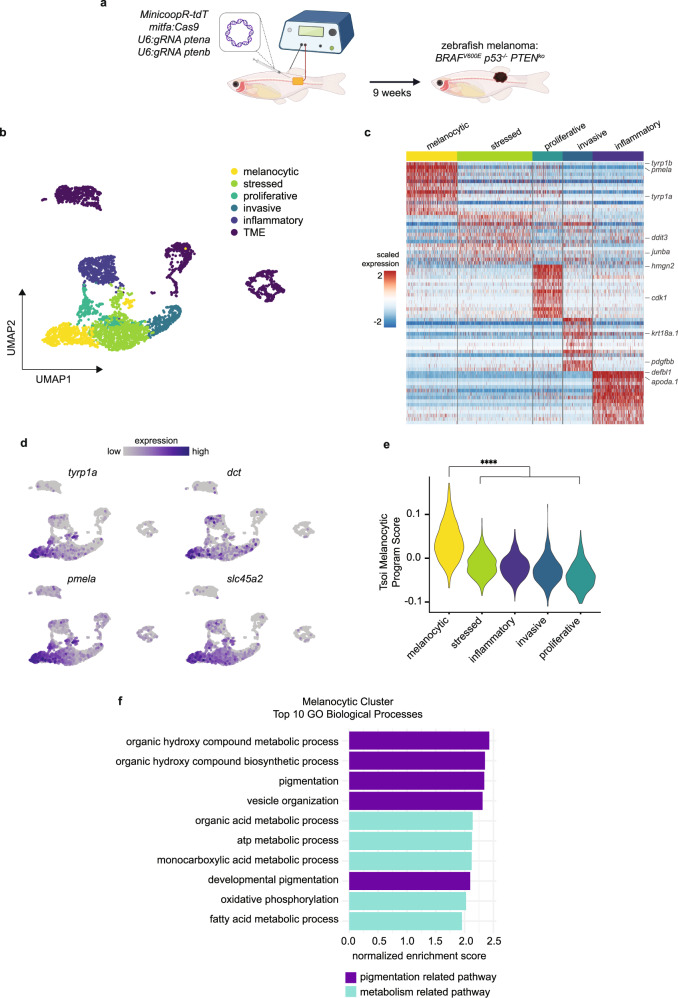
Zebrafish melanoma displays distinct transcriptional states where melanocytic cell state upregulates oxidative metabolic pathways. **a** Schematic of zebrafish TEAZ. Transgenic *casper*;*mitfa*:*BRAF*^*V600E*^;*p53*^*−/−*^ zebrafish were injected with tumor-initiating plasmids and electroporated to generate *BRAF*^*V600E*^ *p53*^*-/-*^ *PTEN*^*ko*^ melanomas. **b** UMAP dimensionality reduction plot of melanoma and TME cells. Cell assignments are labeled and colored. **c** Heatmap of top 15 differentially expressed genes in each melanoma transcriptional cell state. Select genes labeled. **d** UMAP feature plots showing scaled gene expression of pigmentation genes (*tyrp1a*, *dct*, *pmela*, *slc45a2*). **e** Tsoi Melanocytic Program^4^ module scores for cells in each melanoma cell state. Adjusted *p* values were calculated using Wilcoxon rank-sum test with Holm correction. **** *p* < 0.0001. **f** Top 10 enriched GO Biological Processes in melanocytic cluster filtered by multi-level Monte Carlo with Benjamini-Hochberg adjusted *p* values < 0.05. Pathways are color-coded based on pigmentation or metabolism-related pathways. Figure 1a was created with BioRender.com.

Differentiated melanocytes are marked by expression of pigmentation genes involved in melanin production^11,23^. 

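Pigmentation genes were compared between the melanocytic cluster and the other 4 melanoma clusters. *pmela*, which encodes the melanosome matrix protein, averaged 41.7 against 2.63 corrected counts per cell (log2 ratio 4.02). *tyrp1a* and *dct*, which encode enzymes of melanin synthesis, averaged 4.08 against 0.265 (log2 ratio 3.98) and 0.926 against 0.163 (log2 ratio 2.54), and the transporter gene *slc45a2* averaged 2.47 against 0.523 (log2 ratio 2.28). Among melanocytic cells with at least 2000 raw UMIs, 74.1% (exact 95% interval 69.9 to 77.9) had *tyrp1a* above 0, 49.0% (44.4 to 53.5) *dct*, 98.1% (96.5 to 99.1) *pmela* and 79.4% (75.6 to 82.9) *slc45a2*. TME cells of that depth, which should lack these transcripts, had *tyrp1a* above 0 in 1.66%, *dct* in 0.933%, *slc45a2* in 1.87% and *pmela* in 22.2% of 965 cells. All 325 shallower TME cells had *pmela* above 0, so its share over all cells is not a measure of expression.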

The differentiated melanocytic cluster in our dataset showed enrichment for pigmentation genes expressed by differentiated melanocytes such as *tyrp1a*, *dct*, *pmela*, and *slc45a2* (Fig. 1c, d). To compare our zebrafish data to human data, we used module scoring to compare gene enrichment to the human melanocytic signature from ref. ^4^ and found the zebrafish melanocytic cluster to enrich for this differentiated melanocytic gene program (Fig. 1e). 

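The human gene program was not used here. A list of 43 zebrafish genes named after human genes of melanin synthesis and melanosomes was compared instead. Its median log2 ratio was 0.73 in the melanocytic cluster, with 32 genes higher, above all 10000 matched random lists. The medians of the other clusters were below 0, at -0.17 in the inflammatory (21 of 43 genes higher, percentile 90.7), -0.24 in the stressed (13 higher), -0.65 in the proliferative (3 higher) and -0.87 in the invasive cluster (6 higher). Across 8 alternatives the melanocytic median ranged from 0.67 to 0.81.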

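In the melanocytic cluster, the pigmentation genes with the largest ratios among those with at least 200 corrected counts were *tyrp1b*, *pmela* and *tyrp1a*. *tyrp1b* averaged 23.0 corrected counts per melanocytic cell against 0.266 in the other 4 clusters (log2 ratio 6.47) and 0.123 in the TME. Among cells with at least 2000 raw UMIs, it was above 0 in 66.5% (exact 95% interval 62.1 to 70.7) of the melanocytic and 6.94% of the TME cells. The smallest ratio was that of *mlphb*, which was lower in the melanocytic cluster (0.0121 against 0.182 corrected counts per cell, log2 ratio -3.78).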

When we performed GSEA on the melanocytic cluster, we found enrichment for pigmentation related pathways among the top 10 GO Biological Processes as expected (Fig. 1f). 

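Metabolic gene lists were compared between the clusters in the same way. Nuclear genes of oxidative phosphorylation had a median log2 ratio of 0.49 in the melanocytic cluster, with 79 of 83 genes higher. The proliferative cluster had nearly the same median (0.51, 80 genes higher), both above all of the matched random lists, and the medians of the stressed, invasive and inflammatory clusters were -0.29, -0.12 and -0.57. The largest melanocytic ratios were those of *cox8b* (3.39 against 0.262 corrected counts per cell), *cox6b1* (0.793 against 0.221) and *cox7a1* (0.991 against 0.323), and the smallest that of *cox4i2* (0.397 against 1.05). The 13 mitochondrially encoded genes had a median of 0.36 in the melanocytic (percentile 98.6) and 0.44 in the inflammatory cluster (percentile 99.93), and with only cells of at least 2000 raw UMIs, chosen after seeing the data, the melanocytic median was 0.16. Genes of the tricarboxylic acid cycle were higher in all 22 cases in the melanocytic (median 0.35, percentile 99.98) and in the proliferative cluster (median 0.39, percentile 98.5). Glycolysis genes had a higher median in the melanocytic cluster (0.57, 13 of 20 genes higher) than in any other cluster, of which the invasive came next with 0.11 (percentile 74.1).
Genes of fatty acid oxidation had a median log2 ratio of 0.14 in the melanocytic cluster, with 25 of 41 genes higher, at percentile 99.95 of the matched random lists. The median was larger in the proliferative cluster (0.32, 33 of 41 genes higher), but at the lower percentile of 97.9, so that the order of the 2 clusters depends on the summary used. The largest ratios of the melanocytic cluster to the other 4 pooled were those of *acadl* (0.535 against 0.331 corrected counts per cell), *hadhb* (0.668 against 0.423) and *acadm* (1.41 against 0.897), and the smallest that of *acsl1a* (0.112 against 0.496). *hadhb* was higher still in the proliferative cluster alone, at 0.712. Genes of fatty acid synthesis and desaturation went both ways. Their melanocytic median was -0.08, with 9 of 19 genes higher, at percentile 85.7 of the matched random lists. It lay between -0.29 and 0.25 over 8 alternatives. The highest value was that with only genes of at least 200 corrected counts. It was at percentile 99.5, so whether this list stands apart depends on that minimum. *elovl6* (0.454 against 0.105) and *fasn* (0.199 against 0.0948) were higher, and *elovl1a* (0.00173 against 0.397) was lower. Lipid droplet genes had a median of -0.40 in the melanocytic cluster, with 6 of 21 genes higher, which at percentile 23.8 does not stand apart from the matched random lists. In the stressed cluster the median was 0.35, with 15 higher, at percentile 99.5.

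**Figure D1:**
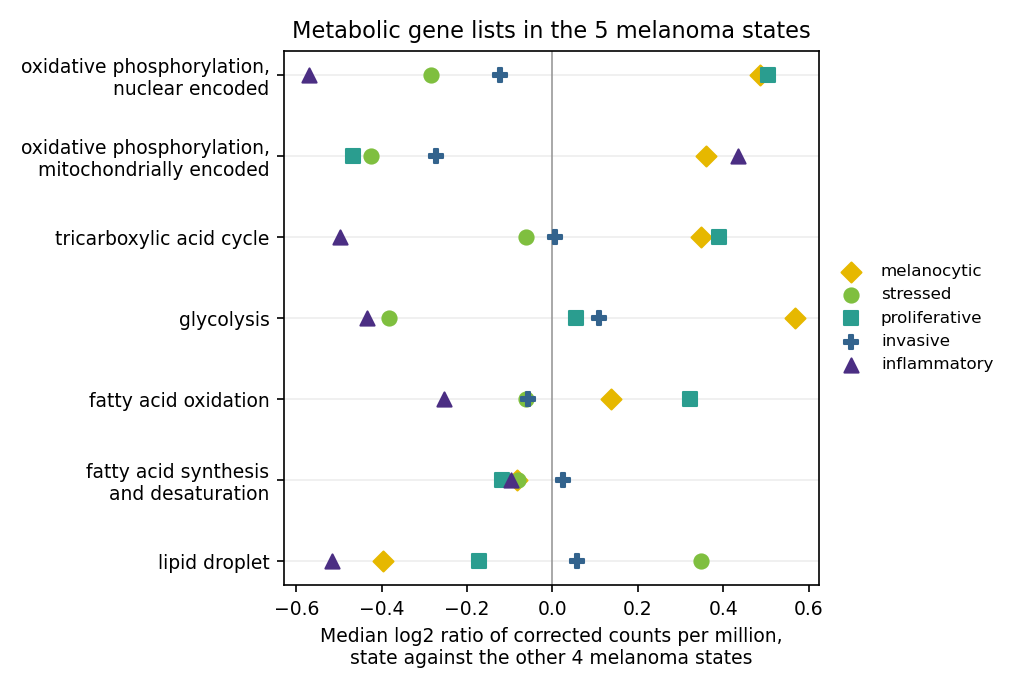
Median log2 ratio of 7 metabolic gene lists (vertical axis) in each of the 5 melanoma clusters (symbols) against the other 4, on the horizontal axis, from the single-cell library. The melanocytic and proliferative clusters lie together at 0.49 and 0.51 for nuclear genes of oxidative phosphorylation, and the melanocytic cluster lies highest for glycolysis, at 0.57.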

Aside from this, we also noted that this cluster enriched for oxidative phosphorylation and fatty acid metabolism. To determine if this was unique to the zebrafish, we also analyzed the human melanoma brain and leptomeningeal metastases scRNA-seq dataset from ref. ^24^ (Supplementary Fig. 3a). We found that the cluster most significantly enriched for the Tsoi melanocytic gene program^4^ also displayed enrichment for oxidative metabolism transcriptional programs (Supplementary Fig. 3b, c). This enrichment was not equally seen in other scRNA datasets^1,25^, likely reflecting the small number of cells and varied biopsy sites seen in those studies. Altogether, within the available human datasets, our data suggest that acquisition of the melanocytic cell state correlates with a gene signature of oxidative metabolism.

To functionally test whether cells become more oxidative as they adopt a melanocytic cell state, we used a human pluripotent stem cell system. Either embryonic stem or induced pluripotent stem (iPS) cells can be differentiated into neural crest cells, melanoblasts, or mature melanocytes^11,13^. Similar to our zebrafish model, we introduced the *BRAF*^*V600E*^ oncogene and inactivated *PTEN* in the human pluripotent stem cells (Supplementary Fig. 4a, b). We then used the Seahorse Mito Stress Test to measure cellular OCR (oxidative consumption rate) and ECAR (extracellular acidification rate) in melanoblasts versus melanocytes (Fig. 2a, b). These are markers for oxidative and glycolytic metabolism, respectively. We observed a robust increase in the basal OCR and OCR/ECAR ratio in the melanocytes compared to the melanoblasts, suggesting elevated oxidative metabolism in these more mature cells (Fig. 2b). Despite the advantage of the iPS system in terms of being isogenic at different states, one limitation is that the cells are analyzed at different timepoints (since melanoblasts emerge earlier than melanocytes). Thus to test this in a different way, we pharmacologically induced the melanocytic cell state in human A375 cells through increasing cAMP signaling via IBMX and Forskolin^26^ (Fig. 2c). Treatment with IBMX and Forskolin resulted in upregulation of pigmentation genes, *dct* and *pmel*, and concurrent increases in the basal OCR and OCR/ECAR ratio (Fig. 2d, e). Collectively, these data provide evidence for oxidative metabolic rewiring in melanoma cells adopting a pigmented, melanocytic cell state.

**Fig. 2:**
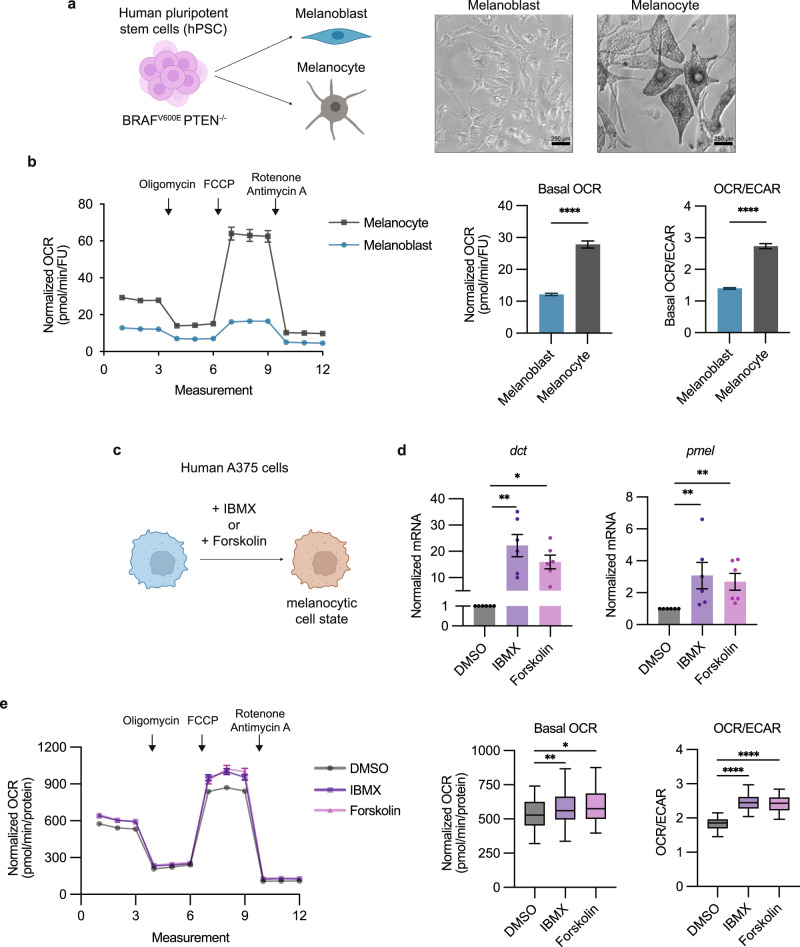
Melanocytic cell state leads to oxidative metabolic rewiring. **a** Schematic of hPSC differentiation to melanoblasts and melanocytes. Representative images for cell morphology of melanoblasts and melanocytes. **b** Normalized OCR measurements for melanoblasts and melanocytes. Basal OCR and OCR/ECAR values derived from measurement 3 (mean ± SEM, melanoblast *n* = 111 biologically independent replicates, IBMX *n* = 108 biologically independent replicates over *n* = 3 biologically independent experiments). Statistics via two-tailed t-test with Welch correction. **** *p* < 0.0001. **c** Schematic of inducing melanocytic cell state in human A375 cells via IBMX or Forskolin for 72 h. **d** qRT-PCR for melanocytic genes *dct* and *pmel* in human A375 cells (mean ± SEM, *n* = 6 biologically independent replicates over *n* = 3 biologically independent experiments). Statistics via Kruskal Wallis with Dunn’s multiple comparisons test. * *p* < 0.05, ** *p* < 0.01. **e** Normalized OCR measurements for human A375 cells treated with DMSO, IBMX, or Forskolin. Basal OCR and OCR/ECAR values derived from measurement 3 (Tukey’s boxplot center = median, box bounds = 25th and 75th percentile, whiskers = min and max, DMSO *n* = 55 biologically independent replicates, IBMX *n* = 56 biologically independent replicates, Forskolin n = 52 biologically independent replicates over *n* = 3 biologically independent experiments). Statistics via One-way ANOVA with Dunnett’s multiple comparisons test. * *p* = 0.016, ** *p* = 0.009, **** *p* < 0.0001. Figure 2a, c was created with Biorender.com.

### Fatty acids are fuel for oxidative metabolism in melanocytic cells

Oxidative metabolism can be fueled by various substrates including lipids, glucose, and glutamine^27^. Since we observed an enrichment for fatty acid pathways in the zebrafish melanocytic cluster, we next asked whether fatty acids were increasingly utilized as substrates for β-oxidation in the melanocytic cell state (Fig. 1f). We took advantage of the expansive melanoma data sets from the Cancer Cell Line Encyclopedia (CCLE)^28^ and The Cancer Genome Atlas (TCGA)^29^ which were recently characterized by gene expression to encompass undifferentiated/neural crest, transitory (an intermediate state), or melanocytic cell states^30^. As expected, these melanocytic samples demonstrate higher expression of pigmentation and melanocytic identity genes such as *MITF, DCT, PMEL*, and *TYR* (Supplementary Fig. 5a, c). These samples also upregulate *PPARGC1A* (Supplementary Fig. 5b, d), a gene important for driving mitochondrial oxidative metabolism and previously associated with *MITF* high melanomas^31,32^. To specifically assess fatty acid oxidation (FAO) gene expression, we scored enrichment for FAO gene signatures across cell states and found that melanocytic cell lines (Fig. 3a) and patient tumors (Fig. 3b) display the highest FAO gene score. These melanocytic samples upregulate the expression of key FAO genes such as *CPT2* and *HADHA*, although they downregulate *CPT1A* (Supplementary Fig. 5b, d).

**Fig. 3:**
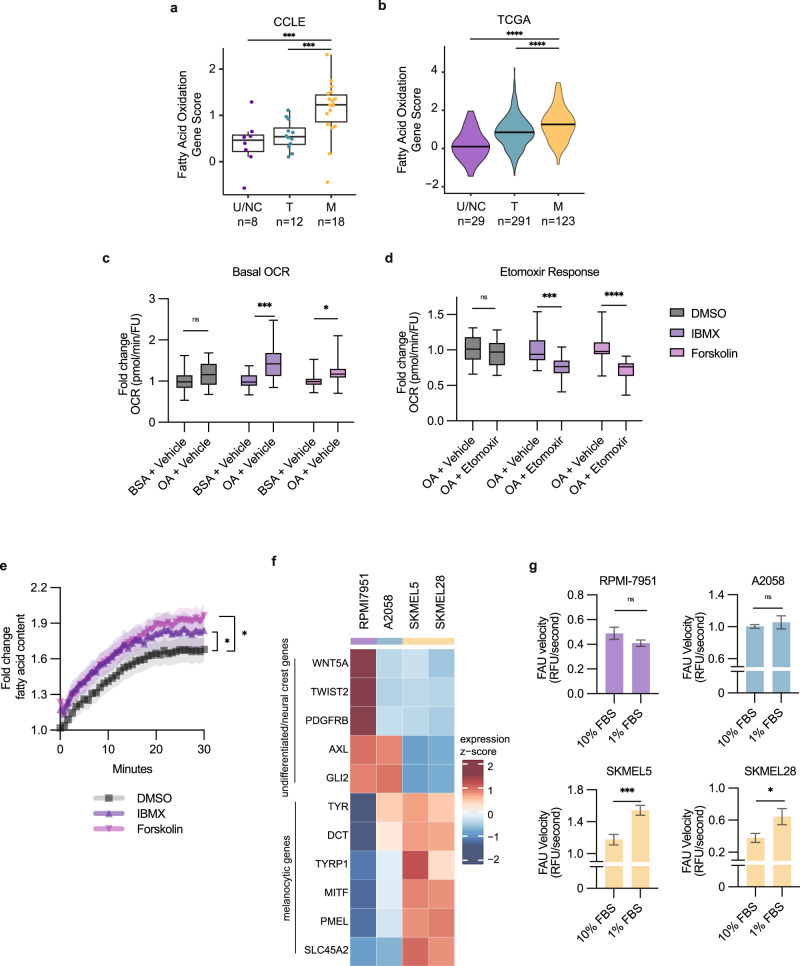
Fatty acids are utilized by melanocytic cells for oxidative metabolism. Fatty acid oxidation gene score for undifferentiated/neural crest (U/NC), transitory (T), and melanocytic (M) melanomas in the databases from: **a** CCLE (Tukey’s boxplot center = median, box bounds = 25th and 75th percentile, whiskers = min and max, *n* = number of independent cell lines) and **b** TCGA (Violin plot with bar indicating mean, *n* = number of patient samples). Statistics via two-sided Wilcoxon rank sum test with Holm correction. *** *p* < 0.001, **** *p* < 0.0001. Fatty acid oxidation stress test in A375 cells showing fold change normalized OCR: **c** basal OCR from measurement 3 and **d** etomoxir response from measurement 9 (Tukey’s boxplot center = median, box bounds = 25th and 75th percentile, whiskers = min and max, *n* = 3 biologically independent experiments). Statistics via two-tailed t-test with Holm-Sidak correction. * p = 0.013, *** *p* < 0.001, **** *p* < 0.0001. **e** Fold change in fatty acid uptake in drug-treated human A375 cells (mean ± SEM, *n* = 3 biologically independent experiments). Statistics via area under the curve two-tailed t-test with Holm–Sidak correction. * *p* < 0.05. **f** Heatmap of CCLE melanocytic gene expression from RPMI-7951 (U/NC), A2058 (T), SKMEL5 (M), and SKMEL28 (M) cells. **g** Fatty acid uptake (FAU) velocity from RPMI-7951 (U/NC), A2058 (T), SKMEL5 (M), and SKMEL28 (M) cells (mean ± SEM, *n* = 13 biologically independent replicates over *n* = 3 biologically independent experiments). Statistics via two-tailed t-test. * *p* = 0.03, *** *p* = 0.0006.

To functionally test FAO, we performed the Seahorse FAO assay in human A375 melanoma cells ± IBMX or Forskolin to induce melanocytic differentiation in the presence of oleic acid (Fig. 3c, d and Supplementary Fig. 6a–e). We observed higher OCR with oleic acid supplementation in the melanocytic cells (compared to control A375 cells), suggesting that melanocytic cells have an increased ability to oxidize fatty acids (Fig. 3c and Supplementary Fig. 6d). Conversely in the presence of etomoxir, an inhibitor of FAO, the melanocytic cells demonstrated decreased OCR (Fig. 3d and Supplementary Fig. 6e). Although glucose and glutamine are available in the media to sustain oxidative phosphorylation, this suggests the melanocytic cells additionally elevate oxidative consumption of fatty acids.

FAO can be fueled by either mobilization of existing lipid stores or uptake from exogenous sources, and previous studies have shown that melanoma cells can upregulate exogenous fatty acid uptake through fatty acid transporter proteins^33,34^. To assess this in the melanocytic state, we added fluorescently labeled fatty acids to the media and measured fluorescence intensity as an indicator of fatty acid uptake into the cells^33,34^. This revealed that the more melanocytic cells had an increased number of lipid droplets (Supplementary Fig. 7), and a corresponding increase in lipid uptake compared to control A375 cells (Fig. 3e). However, they do not accelerate their uptake over time, suggesting that the number of lipid droplets induced by IBMX/Forskolin at that starting point (i.e., time 0 in Fig. 3e) is the main determinant of overall lipid uptake in these conditions. To further study this, we also assessed fatty acid uptake velocity^35^ in BRAF^V600E^ melanoma cell lines identified as undifferentiated/neural crest (RPMI-7951), transitory (A2058), and melanocytic (SKMEL5 and SKMEL28) from the CCLE^30^. Correspondingly, the melanocytic cells demonstrate the highest expression of pigment production genes: *MITF, DCT, PMEL, TYR, TYRP1*, and *SLC45A2* (Fig. 3f). We compared how quickly cells take up exogenous fluorescently labeled fatty acids and found the melanocytic cell lines (SKMEL5 and SKMEL28) significantly increase fatty acid uptake velocity in lipid limited media (Fig. 3g). Altogether, this suggests melanocytic cells have an enhanced ability to uptake exogenous fatty acids and perform FAO.

### Melanocytic cells utilize lipid droplets to store fatty acids

While fatty acids can undergo metabolism through β-oxidation, excess levels of free fatty acids are toxic to cells and can limit proliferation, a phenomenon called lipotoxicity^36^. A major mechanism for avoiding such toxicity and maintaining proliferation is to package fatty acids as triacylglycerols in lipid storage organelles called lipid droplets^37^. Critical to this mechanism is DGAT1, an enzyme responsible for triacylglycerol synthesis^38^. When we looked at samples from the TCGA, we found that the melanocytic tumors express the highest *DGAT1* mRNA levels (Fig. 4a). We then tested the capacity of melanoma cell lines to generate triacylglycerols upon uptake of exogenous fatty acids such as oleic acid. As expected, all cell lines robustly increased triacylglycerol synthesis but to a higher degree in the melanocytic lines (SKMEL5 and SKMEL28) (Fig. 4b).

**Fig. 4:**
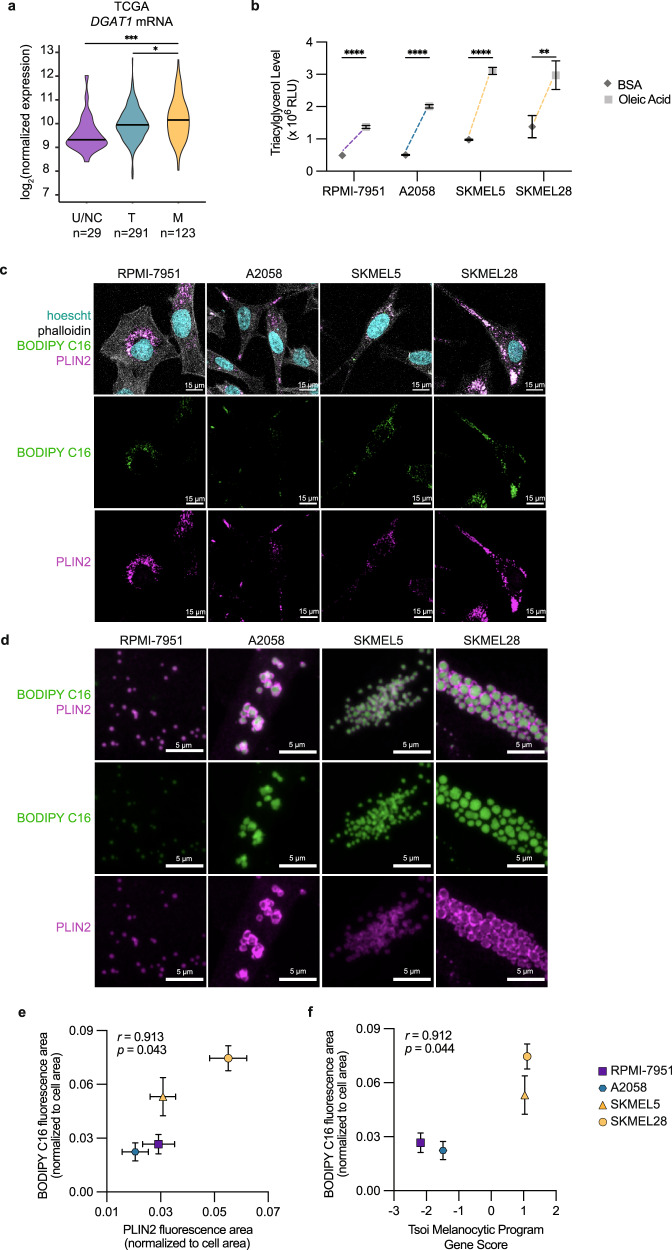
Melanocytic cells increase lipid droplet production. **a** TCGA log_2_ normalized mRNA expression for *DGAT1* (Violin plot with bar indicating mean). Statistics via two-sided Wilcoxon rank sum test with Holm correction. * *p* = 0.03, *** *p* = 0.0002. **b** Triacylglycerol levels in melanoma cell lines 24 h after addition of BSA or 100 μM oleic acid (mean ± SEM, *n* = 12 biologically independent replicates over *n* = 3 independent experiments). Statistics via two-tailed t-test with Holm-Sidak correction. ** *p* = 0.009, **** *p* < 0.0001. **c** Representative whole cell images of lipid droplets in melanoma cell lines 24 h after BODIPY C16 uptake (*n* = 3 biologically independent experiments). **d** Representative higher magnification images of lipid droplets in melanoma cell lines. Plots of (**e**) PLIN2 to BODIPY C16 fluorescence area and (**f**) Tsoi Melanocytic Program Gene Score to BODIPY C16 fluorescence area for melanoma cell lines (mean ± SEM, *n* = 3 biologically independent experiments). Statistics via Pearson correlation with one-tailed t-test.

To regulate lipid availability, cells store fatty acids in the form of triacylglycerol within the lipid droplet which can shuttle fatty acids to the mitochondria for β-oxidation^39,40^. To test whether the more melanocytic cells utilized this mechanism of lipid storage, we added BODIPY conjugated fatty acid (BODIPY C16) and concurrently stained the cells with an antibody against PLIN2, a major lipid droplet protein that we and others have previously shown marks this organelle in melanoma cells^41–43^. Indeed we saw the BODIPY conjugated fatty acid colocalize with PLIN2, indicating fatty acid packaging into lipid droplets (Fig. 4c, d). To assess lipid droplet load, we quantified and found a positive correlation between BODIPY C16 and PLIN2 fluorescence area relative to cell area (Fig. 4e). Consistent with the imaging, the melanocytic cells display increased levels of BODIPY C16 and PLIN2 staining (Fig. 4e) and demonstrated a positive correlation between BODIPY C16 levels to melanocytic gene expression (Fig. 4f). Furthermore, we quantified the number of lipid droplets per cell in A375 cells after treatment with oleic acid (as a positive control) or after treatment with IBMX or Forskolin to induce the melanocytic state. This showed a significant increase in the number of lipid droplets in the melanocytic state compared to control cells (Supplementary Fig. 7a, b). Taken together, these data suggest that melanoma cells in the melanocytic state undergo metabolic rewiring to increase fatty acid conversion into triacylglycerol and upregulation of lipid droplet production.

### Loss of lipid droplets suppresses melanoma progression and disrupts cell cycle

Lipid droplet accumulation has been associated with increased melanoma cell proliferation and invasion leading to poor clinical outcomes^33,43^. Given the evidence linking lipid droplet accumulation to worse clinical outcomes, we next asked if disrupting lipid droplet formation would affect melanoma progression. To test this, we focused on DGAT1 since it is well known as a target to inhibit lipid droplet biogenesis^40,44^. More recently, DGAT1 has been linked to reducing oxidative stress and lipotoxicity in glioblastoma and melanoma^45,46^. To determine whether loss of DGAT1 would perturb lipid droplet formation in melanoma cells, we used a DGAT1 inhibitor and CRISPR/Cas9 to knock out *DGAT1* in our zebrafish melanoma lipid droplet reporter^41^ (Fig. 5a and Supplementary Fig. 8a, b). Using imaging and flow cytometry, we found that pharmacologic inhibition or knockout of *DGAT1* suppressed lipid droplet biogenesis even when challenged with exogenous fatty acid (Fig. 5a and Supplementary Fig. 8b). Next, we tested if disrupting lipid droplet biogenesis would affect melanoma progression in vivo by knocking out *dgat1a* in our TEAZ model of melanoma (Fig. 5b). Interestingly, knockout of *dgat1a* showed no difference in tumor size at early time points suggesting its loss has minimal effect in tumor initiation. In contrast, loss of *dgat1a* led to a significant reduction in tumor area at later time points (Fig. 5c). Overall, this suggests that lipid droplets play a role in later stages of tumor growth and progression.

**Fig. 5:**
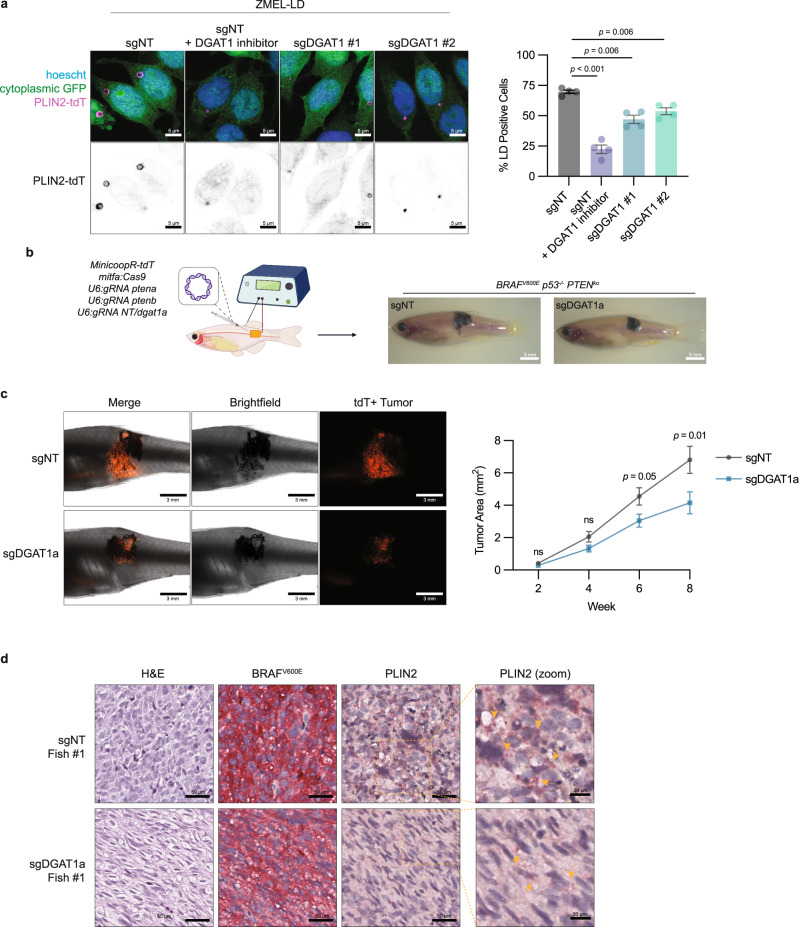
Knockout of DGAT1 suppresses lipid droplet formation and tumor progression. **a** Representative fluorescent images of ZMEL-LD lipid droplets marked by PLIN2-tdTOMATO. Cells were incubated with 100 µM oleic acid for 24 h and lipid droplets were quantified via flow cytometry (mean ± SEM, *n* = 4 biologically independent experiments). Statistics via two-tailed t-test with Holm-Sidak correction. **b** Schematic of zebrafish TEAZ. Transgenic *casper*;*mitfa*:*BRAF*^*V600E*^;*p53*^*−/−*^ zebrafish were injected with tumor-initiating plasmids and electroporated to generate BRAF^V600E^ p53^−/−^ PTEN^ko^ melanomas with normal or suppressed lipid droplet formation. **c** Representative images of zebrafish flank with TEAZ-generated tumors. Corresponding quantification of tumor area via image analysis as described in Methods (mean ± SEM, *n* = 3 biologically independent injections, sgNT *n* = 45, sgDGAT1a *n* = 49). Statistics via two-sided Mann-Whitney U test at each time point. **d** Representative histological images from week 12 TEAZ generated tumors with H&E, BRAF^V600E^, and PLIN2 staining (*n* = 4 fish per genotype). Yellow arrows denote punctate PLIN2 staining for lipid droplets. Figure 5b was created with Biorender.com.

Despite the reduction in tumor progression, the *dgat1a* knockout tumors still continued to grow, albeit at a reduced rate. Consistent with this, hematoxylin and eosin (H&E) and BRAF^V600E^ staining showed both control and *dgat1a* knockout tumors could form advanced melanomas capable of tumor invasion beyond hypodermal layers like muscle (Fig. 5d and Supplementary Fig. 9a–c). 

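Melanoma cells carrying tdTomato were sorted from tumors with a non-targeting guide (sgNT) and with a guide against *dgat1a* (sgDGAT1a), and 3 libraries per group were prepared with a low-input kit for paired-end sequencing. Fig. 6a places the sort at 10 weeks after TEAZ. The authors estimated counts per gene with Salmon 1.4.0 against GRCz11 and normalized them with DESeq2 1.30.1, and the deposited table holds these normalized counts, with decimals. After 280 lines that repeat an identifier were left out, it lists 20402 genes. The normalized counts sum to 20360330, 21189833 and 19183895 in sgNT 1 to 3 and to 19805366, 20182147 and 23287404 in sgDGAT1a 1 to 3. These sums follow the normalization. The number of reads behind each library is unknown, because only 0.225% of the values above 0 lie within 0.001 of a whole number and low values share no common step. A count test was therefore not run. Values were compared as log2(normalized count + 1) with limma, using a trended prior variance and Benjamini-Hochberg adjustment over the 16969 genes with a mean of at least 10, and fold changes are on that scale, which understates the change of low genes. Genes are called differentially expressed at the paper's thresholds, an adjusted p below 0.05 and a log2 fold change beyond 1 in either direction. Gene lists were tested with fgsea on genes ranked by limma's moderated statistic. The MSigDB GO sets were not used here. Libraries 1 and 2 of each group were closer to each other than to library 3. Across genes, sgNT 1 and sgNT 2 correlated with r = 0.962 and sgDGAT1a 1 and sgDGAT1a 2 with r = 0.963, whereas sgNT 3 correlated with sgNT 1 (r = 0.887) about as well as with sgDGAT1a 1 (r = 0.885). Genes are not independent replicates, and these values only describe the libraries.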

To gain further insight into the mechanisms disrupting tumor progression in *dgat1* deficient tumors, we dissected and sorted tdTomato+ melanoma cells from control and *dgat1a* knockout tumors (Fig. 6a and Supplementary Data 2). Targeted sequencing of the *dgat1a* locus confirmed the presence of insertions and deletions (indel)^47^ specifically in the *dgat1a* knockout tumors (Supplementary Fig. 8c). Furthermore, bulk RNA-sequencing of the control versus *dgat1a* knockout melanoma cells showed a significant reduction in *dgat1a* mRNA expression in the knockout tumors (Supplementary Fig. 8d).

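*dgat1a* (ENSDARG00000103503) had 799, 747 and 405 normalized counts in sgNT 1 to 3 and 216, 231 and 240 in sgDGAT1a 1 to 3. The means were 650 ± 214 (SD, n = 3) and 229 ± 11.8 (SD, n = 3), so that 35.2% of the control level remained. The log2 fold change was -1.44 (standard error 0.318, adjusted p = 0.0265 from limma with Benjamini-Hochberg adjustment). Every sgDGAT1a library lay below every sgNT library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between -1.75 and -1.26, but the adjusted p from limma rose to 0.114 without sgNT 1, 0.103 without sgNT 2, 0.0997 without sgDGAT1a 1 and 0.101 without sgDGAT1a 2. The alternative that moved the adjusted p most counted libraries 1 and 2 of each group as 1 sample, which was chosen after seeing the data (log2 fold change -1.27, adjusted p = 0.288 from limma), and over all 15 alternatives the adjusted p lay between 0.00204 and 0.288. The paralog *dgat1b* (ENSDARG00000054914), to which reads of *dgat1a* could in part be assigned, had 186 ± 31.0 (SD, n = 3) in sgNT and 278 ± 48.0 (SD, n = 3) in sgDGAT1a, a log2 fold change of 0.57 that was not significant (standard error 0.302, adjusted p = 0.234 from limma).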

**Fig. 6:**
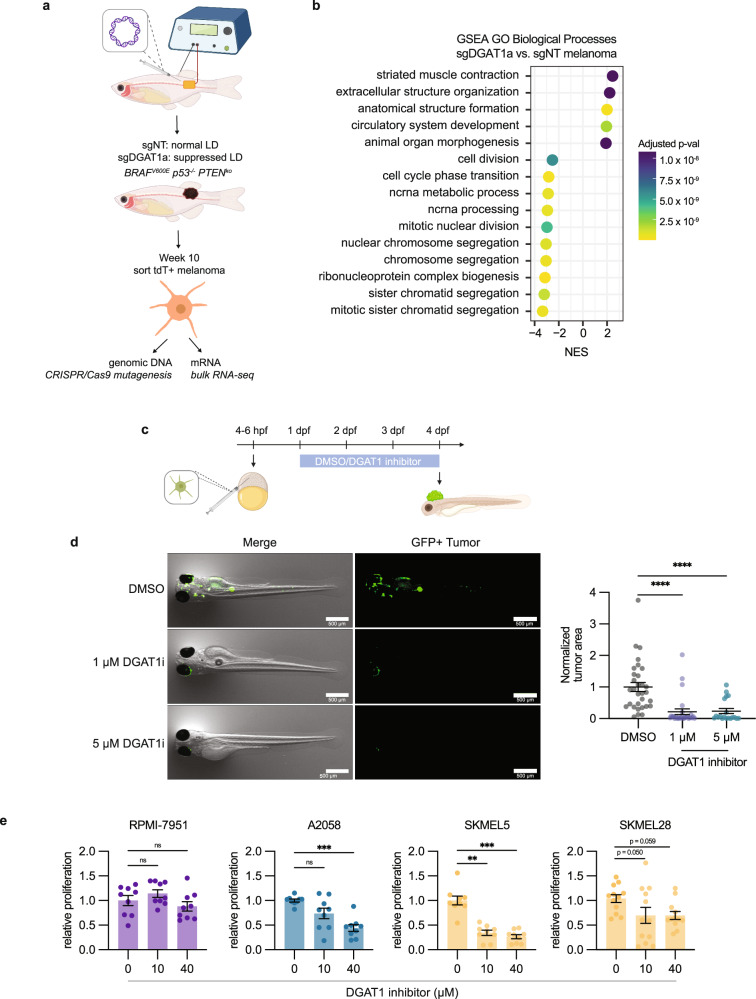
Inhibiting lipid droplet formation suppresses tumor growth and cell cycle progression. **a** Schematic of zebrafish TEAZ and sort for genomic DNA and mRNA. Transgenic *casper*;*mitfa*:*BRAF*^*V600E*^;*p53*^*−/−*^ zebrafish were injected with tumor-initiating plasmids and electroporated to generate *BRAF*^*V600E*^ *p53*^*−/−*^ *PTEN*^*ko*^ melanomas with normal or suppressed lipid droplet formation. Melanoma cells were sorted to extract genomic DNA and mRNA. **b** Top 15 most significant (multi-level Monte Carlo by Benjamini-Hochberg adjusted *p* values) GO Biological Processes positively and negatively enriched in sgDGAT1a tumors. **c** Schematic of ZMEL-LD blastula transplant assay. **d** Representative images and tumor area quantification of blastula transplant. (mean ± SEM, DMSO *n* = 31 biologically independent replicates, 1 µM n = 27 biologically independent replicates, 5 µM *n* = 19 biologically independent replicates over *n* = 3 biologically independent experiments). Statistics via Kruskal Wallis with Dunn’s multiple comparison test. **** *p* < 0.0001. **e** Relative cell proliferation in RPMI-7951 (U/NC), A2058 (T), SKMEL5 (M), and SKMEL28 (M) treated with indicated DGAT1i inhibitor concentrations in nutrient limited media. (mean ± SEM, RPMI-7951 *n* = 9 biologically independent replicates, A2058 *n* = 9 biologically independent replicates, SKMEL5 *n* = 9 biologically independent replicates, SKMEL28 *n* = 12 biologically independent replicates over *n* = 3 biologically independent experiments). Statistics via Kruskal Wallis with Dunn’s multiple comparison test. ** *p* < 0.01, *** *p* < 0.001. Figure 6a, c was created with Biorender.com.

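Of 13 gene lists tested in the sorted cells, those of the cell cycle and of ribosome biogenesis were lower in sgDGAT1a. Among 53 G2/M genes, 51 had a lower mean in sgDGAT1a (median log2 fold change -1.01, normalized enrichment score -2.88, adjusted p = 4.55e-13 from fgsea with Benjamini-Hochberg adjustment), and 8 of them were differentially expressed over all genes tested, or 13 adjusted over the list alone. Among 44 S phase genes, 37 were lower (median -0.59, normalized enrichment score -2.24, adjusted p = 1.23e-05 from fgsea), of which 1 was differentially expressed over all genes tested and 0 adjusted over the list alone. Among 88 ribosome biogenesis genes, 79 were lower (median -0.56, normalized enrichment score -3.02, adjusted p = 2.03e-16 from fgsea), with 7 differentially expressed over all genes and 9 adjusted over the list alone. In the other direction, 60 of 62 genes of striated muscle contraction (median 4.50, normalized enrichment score 2.83, adjusted p = 3.81e-20 from fgsea) and 96 of 115 genes of the extracellular matrix (median 1.95, normalized enrichment score 2.68, adjusted p = 7.80e-20 from fgsea) were higher. The source of these rises was not tested, and RNA of other cells in the sorts could give them. In the single cells, *col1a1a* averaged 0.0150 to 0.0432 corrected counts per cell in the melanoma clusters against 6.85 in the TME. Some matrix transcripts were present in melanoma clusters, as *col5a1* averaged 1.41 in the invasive cluster against 3.44 in the TME. Of 20 skeletal muscle markers, 2 reached the minimum used over the melanoma cells.
fgsea takes genes as independent. With the correlation between genes estimated (camera), the alternative that moved the list results most, the adjusted p was 0.446 for G2/M, 0.656 for S phase and 0.380 for each of the other 3 lists. Over 19 alternatives it lay between 6.81e-18 and 0.446 for G2/M and between 2.32e-10 and 0.656 for S phase. With rotation of the libraries (fry), the extracellular matrix (adjusted p = 0.00790), muscle (0.0271) and ribosome biogenesis (0.0442) lists remained past 0.05, and the G2/M (0.112) and S phase (0.344) lists did not.
The control libraries differed in the cell cycle lists by as much as the groups. Relative to the mean of the controls, the median of the G2/M genes on the log2 scale was 0.39, 0.35 and -0.81 in sgNT 1 to 3 and -1.09, -1.23 and -0.57 in sgDGAT1a 1 to 3. For the S phase genes it was 0.42, 0.43 and -0.81 in sgNT and -0.75, -0.76 and -0.43 in sgDGAT1a, so that sgNT 3 lay within the range of the sgDGAT1a libraries for G2/M and below it for S phase. The ribosome biogenesis genes kept the groups apart, with -0.04, 0.06 and -0.01 in sgNT and -0.71, -0.73 and -0.24 in sgDGAT1a.

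**Figure D2:**
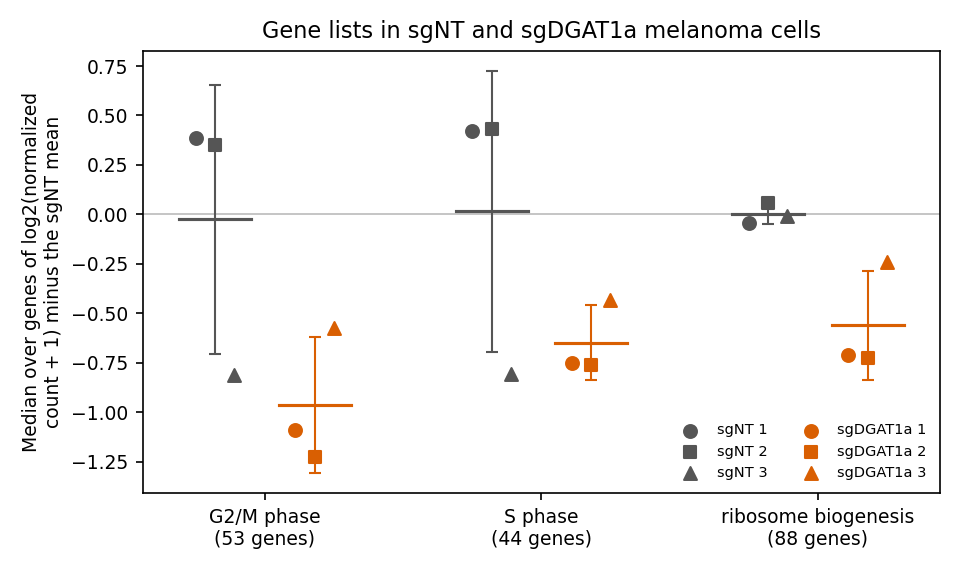
Median over the genes of 3 lists of the log2(normalized count + 1) value minus the sgNT mean (vertical axis) in the 6 libraries, for sgNT and sgDGAT1a side by side. Circles, squares and triangles are libraries 1, 2 and 3 of a group, horizontal bars are group means and error bars are SDs (n = 3). The triangle of sgNT lies at -0.81 for G2/M and S phase, among or below the sgDGAT1a libraries, and with the other controls at -0.01 for ribosome biogenesis.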

We performed GSEA and observed that among the top 15 most significantly enriched pathways, the majority are negatively enriched cell cycle pathways. This suggested that inhibiting lipid droplet formation in melanoma cells results in reduced proliferative capacity, consistent with the smaller tumor size in *dgat1a* knockout tumors (Figs. 5c and  6b). 

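Over all genes tested, 2038 were differentially expressed by limma, of which 1477 were higher and 561 lower in sgDGAT1a. The groups did not overlap in 6263 genes (36.9%), where chance gives 10% if the 6 libraries are independent, and more if libraries 1 and 2 of a group come from 1 tumor. The counts depended on single libraries. Without sgNT 3 they were 2845 higher and 1362 lower, and without sgDGAT1a 3 they were 1074 higher and 522 lower. They fell to 341 and 51 without sgNT 1, 388 and 82 without sgNT 2, 152 and 58 without sgDGAT1a 1, and 81 and 28 without sgDGAT1a 2. With libraries 1 and 2 of each group averaged, which was chosen after seeing the data, 0 genes were past the thresholds by limma, and 2524 had an unadjusted p under 0.05. The largest rises included muscle genes. *myl1* went from 13.7 ± 22.1 to 709 ± 461 normalized counts (SD, n = 3; log2 fold change 6.86, standard error 1.29, adjusted p = 0.0178 from limma), and *olfml2a*, *myl13*, *cyp8b3* and *uraha* had log2 fold changes between 6.06 and 6.73. Markers of skeletal muscle and of keratinocytes, the main cells of skin, were higher in sgDGAT1a as well, with median log2 fold changes of 4.85 and 3.00. RNA of muscle and skin cells in the sorts could give such rises and was not ruled out. The largest falls were those of *nkl.2*, from 12462 ± 9499 to 197 ± 69.0 normalized counts (SD, n = 3; log2 fold change -5.64, standard error 0.661, adjusted p = 0.00644 from limma), and of *prf1.8*, *si:dkey-231j24.3*, *wdr47b* and *sp8a*, with log2 fold changes between -4.80 and -4.32. Of these 5 falls, all but that of *si:dkey-231j24.3* were smaller against sgNT 3 than against the other controls. In sgNT 1 to 3, *nkl.2* had 12309, 22037 and 3040 normalized counts, *prf1.8* 1228, 1044 and 145, *wdr47b* 1116, 840 and 56.4, and *sp8a* 2360, 2348 and 353. Of these 10 genes, *cyp8b3*, *uraha*, *nkl.2* and *si:dkey-231j24.3* stayed past the thresholds with any 1 library left out but not with libraries 1 and 2 averaged (adjusted p = 0.113 from limma for each), and *wdr47b* reached an adjusted p of 0.13 from limma without sgNT 1. From the negative enrichment of cell cycle pathways in sgDGAT1a, the paper proposes that inhibiting lipid droplet formation reduces the proliferative capacity of melanoma cells, and it relates this to the smaller size of the *dgat1a* knockout tumors (Figs. 5c and 6b).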

Since targeted sequencing showed a mixture of wildtype and *dgat1a* knockout cells in the TEAZ melanomas (Supplementary Fig. 8c), we wondered whether wildtype cells compensated for the proliferative disadvantage of *dgat1a* knockout cells. As an orthogonal method to assess tumor proliferation, we performed a zebrafish melanoma transplant assay in the blastula and treated the animals with a pharmacologic DGAT1 inhibitor^8^ (Fig. 6c). Using the blastula transplant assay, we found a striking reduction in tumor growth in animals treated with a DGAT1 inhibitor (Fig. 6d). To assess if this applies to human melanoma cells, we treated our panel of human melanoma cell lines with the DGAT1 inhibitor in nutrient limited media and measured proliferation. DGAT1 inhibition did not alter cell proliferation in the most undifferentiated cell line, RPMI-7951 (Fig. 6e). However, we observed reduced proliferation upon DGAT1 inhibition of more melanocytic cell lines (Fig. 6e). Altogether this suggests an increased sensitivity to lipid droplet suppression as cells acquire a melanocytic state, leading to reduced cell cycle progression.

We also considered the possibility that DGAT1 inhibition leads to glycolytic and oxidative metabolic rewiring. Recent work has shown that lipid droplets are necessary to preserve mitochondrial oxidative function especially during periods of nutrient stress^40,45^. To test whether lipid droplet loss disrupts glycolytic and mitochondrial oxidative function in melanoma cells, we inhibited DGAT1 in human melanoma cell lines in nutrient-limited media and performed the Seahorse ATP Rate Assay (Supplementary Fig. 10a–d). DGAT1 inhibition reduced ATP production from mitochondrial respiration in all cell lines though to a greater magnitude in the melanocytic lines (Supplementary Fig. 10e). There was a smaller effect on glycolytic metabolism with the exception of the A2058 which upregulated glycolysis (Supplementary Fig. 10f). Collectively, these findings suggest that lipid droplet inhibition in melanocytic cells can disrupt oxidative metabolism.

## Discussion

Phenotypic heterogeneity through non-genetic reprogramming is increasingly recognized as a mechanism for survival in tumors and a therapeutic barrier in melanoma^48^. One example of this reprogramming is metabolic rewiring in which cancer cells metabolically adapt to changing microenvironments and stressors^49^. Metabolic profiling across melanoma cell lines has shown that melanomas have the capacity to simultaneously perform glycolysis and oxidative metabolism even under stressors like hypoxia^50^. However, oxidative metabolism produces significantly more ATP than glycolysis, providing necessary building blocks for cell growth and survival^50^. Previous reports have demonstrated that rewiring to increase oxidative metabolism can drive drug resistance and metastasis in melanoma^32,51,52^. One mechanism for this increased oxidative metabolic phenotype is mediated by the melanocyte master regulator, MITF, which regulates expression of the metabolic transcriptional coactivator, PGC1ɑ^31^. Conversely, PGC1ɑ can regulate MITF to induce melanogenesis^53^. Our results are consistent with previous studies implicating a direct relationship between melanocytic identity and oxidative metabolism. However, the mechanisms for how melanoma cells determine which metabolic substrates to utilize for oxidative metabolism are not completely understood. The results of study show that fatty acids are one key substrate, and that this depends upon the uptake and processing of lipid droplets. While we cannot exclude that other substrates could be used, this data shows that fatty acids are especially important in the melanocytic state.

A critical aspect of cancer proliferation is acquisition of substrates to support the energetically expensive process of sustained cellular growth^49^. Many reports support the concept that melanoma cells actively scavenge lipids which can be utilized for processes like membrane formation and energy production^33,34,54,55^. Across melanoma cell lines and primary patient melanomas, we found that acquisition of melanocytic identity corresponds with enhanced fatty acid uptake and oxidation. Interestingly, a recent study found that the process of melanogenesis relies on elevated fatty acid oxidation in melanocytes and mouse B16 melanoma cells^56^. Our data support the idea that melanocytic identity and dependence on lipid metabolism are intrinsically coupled.

Despite the benefits of lipid uptake, lipid accumulation can lead to lipotoxicity. Thus, lipid droplets are critical for storing and facilitating fatty acid release when needed for biosynthetic or energetic purposes^39,40^. Here, we show that targeting DGAT1 impairs lipid droplet biogenesis consequently leading to suppressed tumor growth and metabolic dysfunction. Lipid droplet biogenesis through DGAT1 has been shown as essential to maintaining mitochondrial health and defending against lipid peroxidation in cancer^45,46^. Furthermore, melanoma resistance to therapy has been associated with dedifferentiation leading to increased sensitivity to lipid peroxidation and ferroptosis^4^. Thus it is possible that melanoma cells with enhanced lipid droplet capacity, such as those in a melanocytic cell state, are at a metabolic advantage. The pathways that allow some populations to overcome the metabolic stressors of lipid droplet depletion are still open questions.

Beyond cellular metabolism, lipid droplet accumulation is tied to cell fate as seen in neural stem and progenitor cells and colorectal cancer stem cells^57,58^. We found that lipid droplets increase with the acquisition of more differentiated transcriptional identity in melanoma cells. Altogether, this brings forward the question of how lipid droplets reflect cellular differentiation across different cell types. Recent evidence has shown that lipid droplets maintain physical contact with the mitochondria, endoplasmic reticulum, lysosome, Golgi apparatus, and peroxisome to function as an antioxidant organelle and mediate inter-organelle transport of macromolecules^37,59^. While our work focused on DGAT1, profiling of the lipid droplet proteome has revealed a surprisingly diverse breadth of metabolic, signaling, trafficking, and membrane organization proteins specifically embedded in the lipid droplet membrane^60^. Future studies will be needed to determine whether perturbing lipid droplet proteins disrupt communication between organelles during cellular demands of tumor progression. Our findings place lipid droplets at the crossroads of oxidative metabolism and lipid regulation, presenting an attractive target at the intersection of metabolic processes necessary for sustained growth in melanoma.

## Methods

All studies comply with institutional ethics regulations. All zebrafish experiments are approved by MSKCC IACUC protocol number 12-05-008.

### Zebrafish husbandry

Zebrafish were housed in a temperature- (28.5 °C) and light-controlled (14 h on, 10 h off) room. Zebrafish were anesthetized using Tricaine (MS-222) with a stock of 4 g/l (protected from light) and diluted until the fish was immobilized. All procedures were approved by and adhered to Institutional Animal Care and Use Committee (IACUC) protocol #12-05-008 through Memorial Sloan Kettering Cancer Center.

### Cell culture

Human melanoma A375, RPMI-7951, A2058, SKMEL5, and SKMEL28 cells were obtained from ATCC and routinely confirmed to be free from mycoplasma. Cells were maintained in a 37 °C and 5% CO_2_ humidified incubator. Cells were maintained in DMEM (Gibco, 11965) supplemented with 10% FBS (Gemini Bio, 100-500) and 1× penicillin/streptomycin/glutamine (Gibco, 10378016). Cells were used for experiments until passage 25.

Zebrafish ZMEL-LD cells were generated as recently described^41^ and routinely confirmed to be free from mycoplasma. Cells were maintained in a 28 °C and 5% CO_2_ humidified incubator. Cells were maintained in DMEM supplemented with 10% FBS, 1× penicillin/streptomycin/glutamine, and 1× GlutaMAX (Gibco, 35050061). Cells were used for experiments until passage 25.

### Zebrafish melanoma generated by TEAZ

Melanomas were generated by Transgene Electroporation in Adult Zebrafish as previously described^13,21^. To generate BRAF^V600E^ p53^−/−^ PTEN ^ko^ melanomas, adult (3–6 months) transgenic zebrafish (*casper (mitfa*^*−/−*^*;mpv17*^*−/−*^*)*;*mitfa*:*BRAF*^*V600E*^;*p53*^*−/−*^) were injected with the following tumor initiating plasmids: MinicoopR-tdT (250 ng/µL), *mitfa:Cas9* (250 ng/µL), *U6:sgptena* (23 ng/µL), *U6:sgptenb* (23 ng/µL) and Tol2 (57 ng/µL). For *dgat1a* knockout experiments, zebrafish were injected with an additional guide plasmid of *U6:sgNT* (23 ng/µL) or *U6:sgdgat1a* (23 ng/µL). Adult male and female zebrafish were anesthetized in tricaine and injected with 1 µL of tumor-initiating plasmids below the dorsal fin, electroporated using the CM 830 Electro Square Porator from BTX Harvard Apparatus, and recovered in fresh water. For *dgat1a* knockout experiments, zebrafish were imaged every 2 weeks using brightfield and fluorescence imaging using a Zeiss AxioZoom V16 fluorescence microscope. To quantify tumor area, images were analyzed in MATLAB R2020a by quantifying pixels positive for melanin and tdTomato.

### Zebrafish sgRNA—target sequences

*U6:sgNT* - AACCTACGGGCTACGATACG

*U6:sgptena* - GAATAAGCGGAGGTACCAGG

*U6:sgptenb* - GAGACAGTGCCTATGTTCAG

*U6:sgdgat1a* - GTGACTCAAGCCAAACGCGG

### Zebrafish blastula transplant

ZMEL-LD cells were injected into the blastula of pre-epiboly *casper* embryos as previously described^8^. Briefly, 20 cells in 1 nL were injected into the animals using a quartz microneedle. Embryos were grown in E3 water for 24 h then dechorionated and placed in E3 with DMSO or 1 µM/5 µM DGAT1 inhibitor (T863, Cayman Chemical Company, 25807). E3 water with fresh drugs was changed every 24 h for a total of 72 h. Zebrafish were imaged using brightfield and fluorescent imaging using a Zeiss AxioZoom V16 fluorescence microscope to quantify tumor area in MATLAB 2020a^8^.

### Zebrafish histology and immunohistochemistry

Zebrafish were sacrificed in an ice bath for at least 15 min. Zebrafish were fixed in 4% paraformaldehyde for 72 h at 4 °C, washed in 70% ethanol for 24 h, and then paraffin embedded. Fish were sectioned at 5 mm and placed on Apex Adhesive slides, baked at 60 °C, and then stained with hematoxylin & eosin or antibodies against BRAF^V600E^ (1:100, Abcam, ab228461) or PLIN2 (1:200, Proteintech, 15294-1-AP) using the BOND Polymer Refine Red Detection Kit (Leica Biosystems, DS9390). Whole slide scanning was performed on an Aperio AT2 digital whole slide scanner (Leica Biosystems). Histology was performed by Histowiz.

### scRNA-sequencing of zebrafish melanomas

Six zebrafish (3 male and 3 female) with melanoma (3 months post-TEAZ) were anesthetized and sacrificed using Tricaine. Tumor and adjacent tissue were dissected and dissociated using 0.16 mg/mL Liberase (Sigma-Aldrich, #5401020001) in 1x PBS and gentle pipetting with a wide-bore P1000 for 30 min at room temperature. Dissociation was terminated with addition of 250 µL FBS and samples were filtered through a 70 µm filter. Male and female zebrafish were labeled by sex using the 3′ CellPlex Kit Set A (10x Genomics, 1000261) per the manufacturer’s instructions. The resulting cell pellets were resuspended in 1x PBS and 1% UltraPure BSA (Thermo-Fisher, AM2616) and passed through a 40 µm filter into 5 ml polystyrene tubes for FACS. Cells were sorted to remove debris and doublets using BD FACSAria III cell sorter.

Library preparation and sequencing were done by the Single Cell Research Initiative and Integrated Genomics Organization at MSKCC. For cell encapsulation and library preparation, droplet-based scRNA-seq was performed on approximately 5900 cells using the Chromium Single Cell 3′ Library and Gel Bead Kit v3 and Chromium Single Cell 3′ Chip G (10x Genomics) into a single v3 reaction. GEM generation and library preparation were performed according to manufacturer instructions. Libraries were sequenced on a NovaSeq6000. Sequencing parameters: Read1 28 cycles, i5 10 cycles, i7 10 cycles, Read2 90 cycles. Sequencing depth was ~51,000 reads per cell. Sequencing data were aligned to our reference zebrafish genome using CellRanger 6.0.2 (10x Genomics)^61^.

Data were processed using R version 4.0.5 and Seurat version 4.0.2^22^. Cells with fewer than 200 unique genes and mitochondrial genes above 30% were filtered. Expression data were normalized using SCTransform with principal component analysis and UMAP dimensionality reduction performed at default parameters. Clustering was performed using the Seurat function FindClusters with a resolution of 0.4. Cluster annotation for zebrafish cell-type specific marker genes as done previously using FindAllMarkers^8,61^.

Differentially expressed genes for pathway analysis were performed using the Seurat function FindMarkers comparing the tumor clusters. Ribosomal genes and genes with *p* values < 0.05 were filtered out. Ortholog mapping between zebrafish and humans was performed with DIOPT^13,61^. Gene set enrichment analysis was performed using fgsea 1.16.0 using the MSigDB GO biological processes (GO.db 3.12.1)^61^. The calculation of Tsoi Melanocytic Program^4^ Score was determined using the Seurat AddModuleScore function with default parameters.

### Re-analysis of publicly available human melanoma RNA-seq

Smalley et al.^24^ human melanoma scRNA-seq data were processed using R version 4.0.5 and Seurat version 4.0.2^22^. The counts’ matrix was obtained from GEO (GSE1744401) and Seurat object was created with default parameters as described previously^61^. The calculation of Tsoi Melanocytic Program^4^ Score was determined using the Seurat AddModuleScore function with default parameters.

Log_2_ normalized counts from CCLE and TCGA melanoma datasets were retrieved from publicly available databases: https://depmap.org/portal/download/all/ and https://tcga.xenahubs.net. Fatty acid oxidation gene score was determined based on the Seurat AddModuleScore calculation using genes from GO: Fatty Acid Oxidation (GO:0019395).

### Bulk RNA-sequencing of zebrafish melanomas

Zebrafish tumors were dissected and sorted for tdTomato+ cells as described above. mRNA was extracted and prepared with SMARTer Universal Low Input RNA Kit for Sequencing (Takara) for 100 bp paired-end sequencing on the NovaSeq 6000 by the Integrated Genomics Organization at MSKCC. Sequencing reads underwent quality control with FASTQC 0.11.9, trimming with TRIMMOMATIC 14.0.1, and aligned using Salmon 1.4.0 to the *danio rerio* GRCz11.

Data analysis was conducted in R version 4.0.5. Differential expression was calculated using DESeq2 1.30.1 using default parameters. Significant differentially expressed genes were called if log_2_ fold change > 1 and adjusted *p* value < 0.05. Ortholog mapping between zebrafish and human was performed with DIOPT^13,61^. Gene set enrichment analysis was performed using fgsea 1.16.0 using the MSigDB GO biological processes (GO.db 3.12.1)^61^.

### Generation of PTEN knockout line

sgRNAs were cloned into the PX458 Cas9-GFP vector and introduced into dox-inducible BRAF^V600E^ hPSC by nucleofection as previously described^13^. This study was approved by the Tri-Institutional (MSKCC, Weill Cornell, Rockefeller University) Embryonic Stem Cell Research

Oversight (ESCRO) Committee. Cells were FACS sorted 24 h post nucleofection, and individually seeded on a mouse embryonic fibroblast feeder layer in the presence of 10 mM ROCK-inhibitor in knockout serum replacement stem cell media^62^ for 2 weeks. ROCK-inhibitor was removed from culture media after 4 days. Clones were transferred to vitronectin-coated plates and further maintained in E8. Full loss of PTEN expression was finally validated by Western blotting (anti-PTEN antibody, Cell Signaling, 9559S, 1:1000). sgRNAs come from ref. ^63^.

#### Human PTEN sgRNA sequences

sgRNA_F: CACCGAACTTGTCTTCCCGTCGTGT

sgRNA_R: AAACACACGACGGGAAGACAAGTTC

### Melanoblast differentiation protocol

Dual SMAD inhibition protocol was performed as previously described^11^ and melanocytes differentiation was executed previously^13^.

In brief, the dox-inducible BRAF^V600E^ PTEN KO hPSC was plated as a high-density monolayer with 150,000 cells per cm^2^. This is a lower density than that one used for the WT cells, because of the higher proliferation rates due to the PTEN knockout. It is important to induce BRAF^V600E^ only at the end of the differentiation. This otherwise impairs hPSC differentiation.

Day −1: Plate hPSCs on Matrigel in E8 medium with 10 μM ROCKi (R&D, 1254).

Day 0–2: Change media every day with E6 media containing 1 ng/ml BMP4 + 10 μM SB + 600 nM CHIR.

Day 2–4: Change media with E6 media containing 10 μM SB + 1.5 μM CHIR.

Day 4–6: Change media with E6 media containing 1.5 μM CHIR.

Day 6–11: Change media every day with E6 media containing 1.5 μM CHIR + 5 ng/ml BMP4 100 nM EDN3.

### Flow cytometry-associated cell sorting

Dox-inducible BRAF^V600E^ PTEN KO hPSC-derived melanoblasts were sorted at day 11 of differentiation using a BD-FACS Aria6 cell sorter at the Flow Cytometry Core Facility of MSKCC. The cells in differentiation were initially dissociated into single cells using Accutase (Innovative Cell Technologies, 397) for 20 min at 37 °C and then stained with a conjugated antibody against 1:80 cKIT (Anti-Hu CD117 (cKIT) (APC), Invitrogen #17-1179-42) and 1:80 P75 (anti-CD271 (FITC), BioLegend #345104). Cells double positive for FITC (P75) and APC (cKIT) were sorted and 4, 6-diamidino-2-phenylindole (DAPI) was used to exclude dead cells.

### Melanoblast expansion

At day 11, melanoblasts were aggregated into 3D spheroids (2 million cells/well) in ultra-low attachment 6-well culture plates (corning, 3471). Cells were expanded for maximum 7 days and then used for the Seahorse experiments.

Melanoblast media:

Neurobasal media (gibco, 21103-049)

1 mM L glutamine (gibco, 25030-081)

0.1 mM MEM NEAA (gibco, 11140-050)

FGF2 10 ng/ml (R&D, 233-FB/CF)

CHIR 3uM (R&D, 4423)

B27 supplement (gibco, 12587-010)

N2 supplement (gibco, 17502-048)

### Melanocyte differentiation

Upon FACS sorting, P75^+^cKIT^+^ melanoblasts were plated onto dried PO/Lam/FN dishes. Cells were fed with melanocyte medium every 2–3 days. Cells were passaged once a week at a ratio of 1:6, using accutase for 20 min at 37 °C for cell detachment. Mature melanocytes at day 100 were used for the seahorse experiments.

Melanocyte media (~1 L):

Neurobasal media 500 ml (gibco, 21103-049)

DMEM/F12 500 ml (gibco, 11330-032)

SCF 25 ng/ml (R&D, 255-SC-MTO)

cAMP 250uM (Sigma, D0627)

FGF2 5 ng/ml (R&D, 233-FB/CF)

CHIR 1.5uM (R&D, 4423)

BMP4 12.5 ng/ml (R&D, 314-BP)

EDN3 50 nM (Bachem, 4095915.1000)

25 ml FBS (R&D, S11150H)

2.5 ml penicillin/streptomycin (gibco, 15140-122)

2 ml L-Glutamine (gibco, 25030-081)

B27 supplement (gibco, 12587-010)

N2 supplement (gibco, 17502-048)

### Induction of melanocytic cell state in A375 cell line

Human A375 cells were trypsinized, centrifuged at 300 *g* for 3 min, and counted for viability then 500,000 viable cells per well were seeded in a six well TC treated plate. After 6 h and confirming cell attachment, media was aspirated, and fresh media was added with either DMSO, 200 µM IBMX (Cayman Chemical, 13347), or 20 µM Forskolin (EMD Millipore, 344270). Cells were incubated in drugs for 72 h and then harvested for qRT-PCR or Seahorse Mito Stress Test.

### qRT-PCR

Total RNA was isolated using the Quick-RNA Miniprep Kit (Zymo, R1055) according to the manufacturer’s instructions. cDNA was synthesized using SuperScript IV First-Strand Synthesis System (Thermo Fisher, 18091200) and qPCR was performed using Applied Biosystems PowerUp (Thermo Fisher, A25742). Results were normalized to the *beta-actin* housekeeping gene.

### Human primer Sequences

*dct* forward - TCGATCTGCCAGTTTCAGTT

*dct* reverse - GAGCACCCTAGGCTTCTTCT

*pmel* forward - CAGTGTCTGGGCTGAGCATT

*pmel* reverse - GAGAAAGGCACCTGGTCAGT

*beta-actin* forward - CACCAACTGGGACGACAT

*beta-actin* reverse - ACAGCCTGGATAGCAACG

### Seahorse Mito Stress Test

The Seahorse XF Mito Stress Test (Agilent, 103015) was performed using the Seahorse XFe96 Analyzer. For melanoblasts and melanocytes, cells 30,000 melanoblasts and 10,000 melanocytes were seeded per well in an XF cell plate as previously described^13^. For human A375 cells, cells were treated with DMSO, IBMX, or Forskolin as described above then cells were trypsinized and resuspended in drug-containing media at 30,000 cells per well in an XF cell plate coated with 0.05% poly-L-lysine then incubated overnight (Sigma-Aldrich, 4707).

Cells were incubated in XF Mito Stress Test assay medium (Seahorse XF DMEM medium, pH 7.4, 10 mM glucose, 2 mM glutamine, 1 mM sodium pyruvate) for 1 h prior to measurement in a CO_2_ free incubator at 37 °C. During assay run, cells were exposed to 2.0 µM oligomycin, 2.0 µM FCCP, and 0.5 µM rotenone/antimycin A. OCR and ECAR were normalized to nuclei fluorescence unit (FU) via SYTO 24 (Thermo Fisher, S7559) or protein via Pierce BCA Protein Assay Kit (Thermo Fisher, 23227) as indicated. Experimental measurements were analyzed using the Agilent Wave software.

### Fatty acid uptake

RPMI-7951, A2058, SKMEL5, and SKMEL28 cells were seeded at 8000 cells per well in a 96-well TC-treated black microplate (Greiner Bio-One, 655090). Cells were incubated with DMEM 10% or 1% FBS for 24 h. Cells were washed three times with serum-free DMEM and incubated in serum-free DMEM for 2 h.

A375 cells were seeded at 30,000 cells per well in a 96 well TC treated black microplate and incubated with DMSO, 200 µM Forskolin, or 20 µM IBMX for 24 h. Cells were washed three times with DMEM 1% FBS and incubated in DMEM 1% FBS with DMSO, Forksolin, or IBMX for one hour.

Lipid uptake was measured using the QBT Fatty Acid Uptake Assay (VWR, 10048-826) using the BioTek Synergy plate reader. For RPMI-7951, A2058, SKMEL5, and SKMEL28 cells, fluorescence at 485 nm excitation and 528 nm emission was measured every 50 s, for 600 s^35^. Relative fluorescence unit (RFU) was measured and the slope of the line for RFU per second was quantified across cell lines to determine uptake velocity. For A375 cells, fluorescence was measured every 50 s for 30 min. Fold change fatty acid uptake was measured by normalizing fluorescence at each time point to the fluorescence at the start of the assay to determine relative uptake over time^35^.

### Seahorse Fatty Acid Oxidation Test

A375 cells were trypsinized, centrifuged at 300 *g* for 3 min, and counted for viability then 500,000 viable cells per well were seeded in a six well TC-treated plate. After 6 h and confirming cell attachment, media was aspirated and fresh media was added with either DMSO, 200 µM IBMX, or 20 µM Forskolin. Cells were incubated in drugs for 48 h and then tested for fatty acid oxidation in a protocol adapted from the Seahorse XF Palmitate Oxidation Stress Test. Cells were trypsinized and resuspended in DMEM 10% FBS at 30,000 cells per well in an XF cell plate coated with 0.05% poly-L-lysine (Sigma-Aldrich, 4707). Cells were allowed to adhere to the plate for 5 h then washed twice with Seahorse XF DMEM medium, pH 7.4. Cells were incubated overnight in DMSO, 200 µM IBMX, or 20 µM Forskolin in nutrient-limited media: Seahorse XF DMEM medium, pH 7.4, 5 mM glucose, 1 mM glutamine, 1% FBS, and 0.5 mM carnitine (Fisher Scientific, AC230280050). In addition, cells were supplemented with either 150 µM BSA (Sigma-Aldrich, A1595) or 150 µM oleic acid conjugated to BSA (Sigma-Aldrich, O3008).

We used the Seahorse XF Long Chain Fatty Acid Oxidation Stress Test kit (Agilent, 102720-100). Cells were incubated in assay media supplemented with 150 µM BSA or oleic acid conjugated to BSA as fatty acid substrate in the following formulation: Seahorse XF DMEM medium, pH 7.4, 5 mM glucose, 1 mM glutamine, 0.5 mM carnitine. Cells were incubated for 1 h prior to measurement in a CO_2_ free incubator at 37 °C. During assay run, cells were exposed to 10 µM etomoxir, 1.5 µM oligomycin, 2.0 µM FCCP, and 0.5 µM rotenone/antimycin A. OCR and ECAR were normalized to nuclei FU via SYTO 24 (Thermo Fisher, S7559). Experimental measurements were analyzed using the Agilent Wave software.

### Triacylglycerol quantification

RPMI-7951, A2058, SKMEL5, and SKMEL28 cells were seeded at 8000 cells per well in a 96 well TC treated black microplate for 24 h. Cells were incubated with DMEM 1% FBS supplemented with either 100 µM BSA or oleic acid conjugated to BSA for 24 h. Triglyceride levels were quantified using the Triglyceride-Glo Assay (Promega, J3160) as per manufacturer instructions.

### Proliferation assay on cell lines

RPMI-7951, A2058, SKMEL5, and SKMEL28 cells were seeded at 2500 cells per well in a 96 well TC treated black microplate for 24 h. Every 24 h for 72 h total, cells were incubated with fresh DMSO or DGAT1 inhibitor (T863, Cayman Chemical Company, 25807) in nutrient-limited media (DMEM supplemented with 5 mM glucose, 1 mM glutamine, 1 mM sodium pyruvate, and 1% FBS). Cell proliferation was quantified using CyQUANT Direct Red Cell Proliferation Assay (Thermo Fisher, C35013) per manufacturer’s instructions.

### Seahorse ATP rate assay

The Seahorse XF Real-Time ATP Rate Assay (Agilent, 103592) was performed using the Seahorse XFe96 Analyzer. Cells were seeded at 5000 cells per well in an XF cell plate coated with 0.05% poly-L-lysine and then incubated overnight. Every 24 h for 72 h total, cells were incubated with fresh DMSO or 40 µM DGAT1 inhibitor in nutrient-limited media (DMEM supplemented with 5 mM glucose, 1 mM glutamine, 1 mM sodium pyruvate, and 1% FBS). Cells were incubated in assay medium (Seahorse XF DMEM medium, pH 7.4, 10 mM glucose, 2 mM glutamine, 1 mM sodium pyruvate) for 1 h prior to measurement in a CO_2_-free incubator at 37 °C. During assay run, cells were exposed to 1.5 µM oligomycin and 0.5 µM rotenone/antimycin A. OCR, ECAR, and Proton Efflux Rate were normalized to nuclei FU via SYTO 24 (Thermo Fisher, S7559). Experimental measurements were analyzed using the Agilent Wave software generating the mitoATP and glycoATP measurements.

### Lipid droplet staining and imaging

Cells were seeded in each well of the Millicell EZ slide four-well (EMD Millipore, PEZGS0416). A2058 and SKMEL5 cells were seeded at 50,000 cells per well while RPMI-7951 and SKMEL28 cells were seeded at 30,000 cells per well. After 24 h, media was changed with DMEM 1% FBS supplemented with 10 µM BODIPY FL C16 (Thermo Fisher, D3821) and 10 µM BSA. 24 h after lipid uptake, cells were fixed with 4% formaldehyde for 15 min. For human A375 cells, 40,000 cells were seeded in each well with regular media and DMSO, IBMX, or Forskolin. After 72 h, cells were fixed with 4% formaldehyde for 15 min, washed with 1x PBS, and permeabilized in 0.1% Triton-X 100 in PBS for 30 min. Cells were washed, blocked with 10% goat serum (Thermo Fisher, 50-062Z), and incubated overnight at 4 °C in 1:100 dilution of rabbit anti-PLIN2 (Proteintech, 15294-1-AP). Cells incubated for 1 h at room temperature in 1:500 goat anti-rabbit Alexa Fluor 555 (Cell Signaling Technology, 44135), 1:400 Alexa Fluor 488 Phalloidin (Thermo Fisher, A12379) and 1:2000 Hoechst 33342 (Thermo Fisher, H3570).

For zebrafish ZMEL-LD cells, 250,000 cells were seeded in each well of the Millicell EZ slide four-well and incubated with 100 µM of oleic acid for 24 h. For cells treated with DGAT1 inhibitor, cells were treated with 20 µM T-863 (Cayman Chemicals, 25807). Cells were fixed with 4% formaldehyde for 15 min, washed with 1x PBS, and stained with 1:2000 Hoescht for 10 min.

Slides were mounted in Vectashield Antifade Mounting Media (Vector Laboratories, H-1000). Cells were imaged on the Zeiss LSM 880 inverted confocal microscope with AiryScan using a 63× oil immersion objective. Confocal stacks were visualized in FIJI 2.1.0. A375 melanoma lipid droplets were counted using FIJI. Lipid droplet per area was quantified in MATLAB for RPMI-7951, A2058, SKMEL5, and SKMEL28.

### CRISPR/Cas9 knockout in ZMEL-LD

The Alt-R CRISPR/Cas9 System (Integrated DNA Technologies) and Neon Transfection System were used according to manufacturer protocols for CRISPR/Cas9 knockout in ZMEL-LD cells. Knockout was validated by harvesting genomic DNA with the DNeasy Blood & Tissue Kit (Qiagen, 69506), *dgat1a* and *dgat1b* genomic loci were PCR amplified with Platinum SuperFi II PCR Master Mix (Thermo Fisher, 12368010) and indels detected using the Surveyor Mutation Kit (Integrated DNA Technologies, 706020). Cells were incubated overnight with 100 µM oleic acid and then analyzed for lipid droplets via flow cytometry as previously described^41^. Briefly, cells were stained for viability with 1:1000 DAPI, data acquired using the Beckman Coulter CytoFLEX Flow Cytometer (Beckman Coulter) and analyzed using FlowJo 10.8.1 (BD Biosciences).

### sgRNA target sequences

sgNT - AACCTACGGGCTACGATACG

sgDGAT1 #1 (dgat1a) - GTGACTCAAGCCAAACGCGG

sgDGAT1 #1 (dgat1b) - CAAAAGCGGACACAAGGCGC

sgDGAT1 #2 (dgat1a) - AGGGCTCGGCGAAGCACCGG

sgDGAT1 #2 (dgat1b) - CTCACCTCATTCTGTCGTAG

### Surveyor Nuclease Assay Primer - Primer sequence

*dgat1a* forward - CATTGGCTGTACCTGAATGTGT

*dgat1a* reverse - AGAAACGAGAAGGGCTCGG

*dgat1b* forward #1 - CTGCCTGGACTCGGTTTATTTA

*dgat1b* reverse #1 - GGTCGCATTTTCTCTTGTTTTC

*dgat1b* forward #2 - GAAAAACTTGCAGCTCAACGA

*dgat1b* reverse #2 - CTGTGCCATAGGCTACTGTACG

### CrispRVariants knockout

Zebrafish tumors were dissected and sorted for tdTomato+ cells as described above then harvested for genomic DNA with the DNeasy Blood & Tissue Kit and the *dgat1a* locus was PCR amplified using primers from surveyor nuclease assay. DNA was purified using the NucleoSpin Gel & PCR Clean-up Kit (Takara, 740986.20) and 100 bp paired-end reads were sequenced using Illumina NovaSeq at the Integrated Genomics Operation at MSKCC. Sequences were aligned and percent of indels at the target site was quantified using R version 4.0.5 and CrispRVariants 1.18.0 as previously described^47^.

### Statistics and reproducibility

Statistical analysis and figures were generated in GraphPad Prism 9.1.1, R Studio 4.0.5, and Biorender.com. Image processing and analysis were performed in MATLAB R2020a and FIJI 2.1.0. Statistical tests and p-values are reported in the figure legend for each experiment. Experiments were performed at least three independent times unless noted in the figure legend for each experiment. Sample sizes were chosen based on previous studies using zebrafish transgenesis and limited by the number of embryos produced on any given day.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The sequencing data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE201378. The processed sequencing data are provided in Supplementary Tables. The sequencing data and key findings generated in this study are provided in the Supplementary Information/Source Data file. The single-cell RNA-sequencing data from Smalley et al. used in this study^24^ are available in the GEO database under accession code GSE174401. The CCLE and TCGA data used in this study are available in the Depmap database [https://depmap.org/portal/download/all/] and TCGA database [https://tcga.xenahubs.net]. Source data are provided as a Source Data file. Source data are provided in this paper.

## Source data

Source Data

# Supplementary material for: Lipid droplets are a metabolic vulnerability in melanoma
**Source:** Nat Commun. 2023 Jun 2;14:3192. doi: 10.1038/s41467-023-38831-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**File name: Supplementary Data 1**

**Description:** Single-cell RNA sequencing of zebrafish melanomas generated by transgene electroporation. Tabs represent the 5 main melanoma cell clusters that correspond to similar clusters seen in human melanoma.

**File name: Supplementary Data 2**

**Description:** Bulk RNA sequencing of zebrafish melanomas with or without DGAT1 CRISPR. Melanoma cells were sorted using the tdTomato transgene.

How the deposited data were processed for this re-analysis (not part of the article)

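The single-cell values come from 1 library of pooled tumor and adjacent tissue of 6 zebrafish, and the bulk values from 6 libraries of sorted tdTomato+ melanoma cells, 3 with a non-targeting guide (sgNT) and 3 with a guide against *dgat1a* (sgDGAT1a). The gene lists, marker lists, thresholds, and the tests and alternatives of the comparisons were fixed before the data were examined. Chosen after seeing the data were the averaging of libraries 1 and 2 of each group, the limit of at least 2000 raw UMIs, the summaries of corrected counts that replaced sums of raw UMIs, and the tests of explanations and counts of other splits.

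For the single cells, the authors aligned the reads with Cell Ranger 6.0.2, removed cells with fewer than 200 genes or more than 30% mitochondrial UMIs, and normalized with SCTransform in Seurat 4.0.2. The deposited matrix holds the counts that this step corrected to a common depth, a score rather than a count of molecules, and the authors' annotation gives the state and the raw UMI total of each cell. Raw UMIs summed per state with Poisson intervals had been planned. They could not be had from corrected counts, so mean corrected counts per cell and ratios of shares of all corrected counts are given without intervals, and no count model was used. The pseudocount was 0.5 per sum, lists used genes with at least 50 corrected counts over the melanoma cells, and percentiles came from 10000 random lists matched in 20 expression bins. Shares of cells carry exact Clopper-Pearson 95% intervals, which cover counting error only. No test was run between states, since cells of 1 library are not replicates. Cell states were taken from the annotation. Scrublet, run through scanpy 1.11.5, called 0 of 3968 cells doublets, so leaving doublets out gave no alternative, and the authors had sorted doublets out by flow cytometry. Cells of each sex were not analysed apart, because the annotation used here gives no sex tag.

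For the sorted cells, the authors checked reads with FASTQC 0.11.9, trimmed them with Trimmomatic, estimated counts with Salmon 1.4.0 and normalized and tested them with DESeq2 1.30.1. The deposited values are counts divided by size factors, a signal with decimals from which whole reads were not recovered, so the depth of each library and the counting error of each value are unknown. They were compared on the log2(normalized count + 1) scale with limma 3.58.1 over genes with a mean of at least 10, and lists were tested with fgsea 1.28.0 and, as alternatives, with camera (preset correlation 0.01 or estimated) and fry. The paper's fold changes in Supplementary Data 2 were compared gene by gene only, since the first 1823 of its 3749 lines were used. Genes were named by a rule: *dgat1a*, *dgat1b*, and the 5 largest changes in each direction among genes past the thresholds with a mean of at least 10 in both groups and no overlap between the groups. In the single cells, the genes named were those of the text and of Figs. 1c and 1d, *dgat1a*, *dgat1b* and *plin2*, and the 3 largest and 1 smallest ratio of each list reported at a claim among genes with at least 200 corrected counts, of which 1 is not reported here. Genes named beside this rule, such as single markers, were chosen after their values were seen.

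The 14 gene lists cover the S and G2/M phases, ribosome biogenesis, striated muscle contraction, the extracellular matrix, stress and immediate early genes, pigmentation, nuclear and mitochondrially encoded genes of oxidative phosphorylation, the tricarboxylic acid cycle, glycolysis, fatty acid oxidation, fatty acid synthesis and desaturation, and lipid droplets. The 13 marker lists cover melanophores, xanthophores, iridophores, neural crest, Schwann cells, keratinocytes, skeletal muscle, macrophages, neutrophils, T cells, erythrocytes, endothelial cells and fibroblasts. The alternatives were other pseudocounts (0.5 and 10), no filter or a mean of at least 50, rescaling by the median ratio, quantile normalization, a constant prior variance, the replicate number as a block, each library left out, other list tests, and for the single cells per-cell means, thinning to 7095 corrected counts without the shallower cells, leaving out cells above 10% mitochondrial UMIs, equal weights of the other 4 states, other totals and other minimums per gene. Both procedures were tested on simulated data. In the simulated bulk comparison 76.5% of 200 changed genes were called among 16969, with 9 unchanged genes called. The changed genes were well expressed and shifted by 3 on the log2 scale, and noise was independent between genes and libraries. The likeness of libraries 1 and 2 was not simulated, so these rates do not carry over to the real libraries. In the simulated melanocytic comparison, with 11767 genes, a list raised 2-fold had a median log2 ratio of 0.963. Computations used R 4.3.3 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.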

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

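The tests of explanations and the counts of other splits in this part were chosen after the results were seen, while the gene and marker lists they use were planned.

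Markers of keratinocytes and of several other tissues were higher in the sgDGAT1a sorts. The paper shows a muscle pathway among these (Fig. 6b), and its text does not discuss the keratinocyte genes. All 15 keratinocyte markers were higher (median log2 fold change 3.00), and all were past the thresholds by limma. None of them is in another list, and 7 reach the minimum used over the melanoma cells of the single-cell library. For *krt5* this is a mean of 0.0601 to 0.147 corrected counts per cell in the melanoma clusters against 27.6 in the TME, a level that free RNA could give, whereas *krt4* averaged 8.23 in the invasive cluster against 3.43 in the TME. *krt97*, *krt4* and *krt15* appear in the paper's supplementary tables. *krt91* had 6303, 7378 and 33698 normalized counts in sgNT 1 to 3 and 91033, 60462 and 107330 in sgDGAT1a 1 to 3, and *krt5* had 3577, 4702 and 35119 against 100376, 62403 and 70869. The medians of the other marker lists were 4.85 for skeletal muscle (20 of 20 higher, 19 of them also in the muscle contraction list), 2.30 for fibroblasts, 1.92 for Schwann cells, 1.75 for endothelial cells, 1.66 for xanthophores, 1.57 for erythrocytes, 1.25 for neural crest, 1.16 for neutrophils, 0.69 for iridophores, 0.51 for T cells, 0.05 for macrophages and -0.08 for melanophores. The neural crest genes went both ways, with 6 higher and 5 lower. Among the lower ones were *snai2* (log2 fold change -2.69), *tfap2a* (-0.98) and *sox10* (-0.88). A lower share of melanoma cells, with the other cells in unchanged proportions, would raise the markers of every other cell type alike. The macrophage median of 0.0538, with 8 of 13 genes higher, argues against such a uniform rise. It does not argue against more RNA of some cell types, with that of macrophages unchanged. RNA of skin cells in the sorts, keratinocyte genes expressed by the melanoma cells themselves, and an effect of the knockout on either stay open. They cannot be told apart here, since the 15 higher markers are the pattern itself and decide nothing between them. For the muscle and matrix genes, RNA of other cells in the sorts stays open as well.

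Genes of the integrated stress response and immediate early genes were higher in sgDGAT1a, a list that the paper's text does not discuss for these libraries (median log2 fold change 1.05, 38 of 44 genes higher, normalized enrichment score 2.39, adjusted p = 1.74e-09 from fgsea). Past the thresholds by limma were 16 of them over all genes tested, and 22 adjusted over the list alone. The call held under fry (adjusted p = 0.0232) and not under camera with an estimated correlation (0.380), with a range from 1.56e-11 to 0.380 over 19 alternatives. *fosab* had 42394, 42858 and 137806 normalized counts in sgNT 1 to 3 and 214792, 219742 and 175146 in sgDGAT1a 1 to 3. Relative to the control mean, the highest control, sgNT 3, had a list median of 0.574 and the lowest sgDGAT1a library 0.89. The handling of single tumors during dissociation and sorting could raise these genes. RNA of other cells in the sorts could raise some of them as well. In the single cells *fosb* averaged 13.6 corrected counts per TME cell, against 4.13 to 13.7 in the melanoma clusters. For *junba* it was 13.7 against 6.18 to 14.4, whereas *gadd45ga* was lower in the TME (1.31 against 1.65 to 6.37). Neither source can be told apart from an effect of the knockout, because each library is 1 preparation. Of 10 splits of the 6 libraries, 1 gave a score as large, the real one, and chance cannot be excluded with 3 libraries per group.

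Iridophore markers stood out in the inflammatory cluster, with a median log2 ratio of 5.80 and 13 of 13 genes higher. The paper's text does not discuss this. *alx4a* averaged 8.75 corrected counts per inflammatory cell and *gpnmb* 2.43. The list holds *defbl1* and *apoda.1*, which the paper shows for this cluster. The choice of markers already seen in the paper's table is not the whole cause, as the 7 markers not seen there had a median of 2.14, with all 7 higher. The melanophore markers had a median of -3.12 in this cluster, which cannot decide on doublets. Melanocytic cells are no source of the iridophore list as a set, since its median in their cluster was -5.13. Nothing follows for doublets with other cells. Whether the cells come from the tumor or the host cannot be told apart. The transgene hsBRAF was above 0 in 7.65% of inflammatory cells with at least 2000 raw UMIs (exact 95% interval 5.57 to 10.2) and in 1.14% of such TME cells, but the fish carry it in the germline under the *mitfa* promoter, so it does not separate tumor from host cells, and *mitfa* itself was low there (0.703 against 4.89 corrected counts per cell). Cas9-mCherry comes from an electroporated plasmid that cells next to the tumor could hold as well. The methods place Cas9 under the *mitfa* promoter too, so its share depends on promoter activity and does not separate the origins either. Cas9-mCherry was above 0 in 29.0% of these inflammatory cells (exact 95% interval 25.2 to 33.0). The share was 19.1% in such TME cells (16.6 to 21.7) and 81.5% in such cells of the other 4 melanoma clusters. A turn of melanoma cells toward iridophore expression remains a candidate explanation that was not tested.

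Schwann cell markers stood out in the invasive cluster, with a median log2 ratio of 4.61 and 11 of 11 genes higher. The paper's text does not discuss this. *mbpa* averaged 4.15 corrected counts per invasive cell, and *mpz* 0.706. The 10 markers not seen in the paper's table had a median of 4.32, which argues against the choice of markers as the cause. Whether the cells come from the tumor or the host cannot be told apart. The transgene hsBRAF was above 0 in 23.5% of invasive cells with at least 2000 raw UMIs (exact 95% interval 18.9 to 28.7), but the fish carry it in the germline under the *mitfa* promoter, so that host cells with an active promoter can express it too, and *mitfa* averaged 3.94 corrected counts per invasive cell. Cas9-mCherry was above 0 in 43.5% of these cells (exact 95% interval 38.0 to 49.3) and in 19.1% of such TME cells (16.6 to 21.7). In such cells of the other 4 melanoma clusters the share was 73.7%. The plasmid with Cas9 was electroporated into the tissue, so that cells next to the tumor could hold it as well. Its Cas9 is under the *mitfa* promoter too, so the share also depends on promoter activity. Both leave the origin open. Host Schwann cells as all or part of the cluster, and expression of these genes by melanoma cells, are possible explanations that stay open.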

How the results depend on the processing

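Averaging libraries 1 and 2 of each group and keeping cells with at least 2000 raw UMIs were chosen after seeing the data, and the other alternatives were planned. Over all results and alternatives, 842 values kept their direction and call or moved by less than the limit set, 53 lost their call, 13 gained one, 38 moved and 13 changed direction. Unless a construction is named, the cause was not tested.

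The log2 fold change of *dgat1a* was -1.44 with a constant prior variance (adjusted p = 0.0507 from limma). With each library left out it lay between -1.75 and -1.26 and its adjusted p between 0.00204 and 0.114. The call was lost without sgNT 1 (0.114), sgNT 2 (0.103), sgDGAT1a 1 (0.0997) and sgDGAT1a 2 (0.101), with fewer samples in the fit. With libraries 1 and 2 averaged it was -1.27 (adjusted p = 0.288 from limma). The range of the adjusted p over 15 alternatives was 0.00204 to 0.288.

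Genes past the thresholds numbered 1477 higher and 561 lower. A constant prior variance left 1119 and 315. Leaving out 1 library gave 81 to 2845 higher and 28 to 1362 lower. The counts were 341 and 51 without sgNT 1, 388 and 82 without sgNT 2, and 2845 and 1362 without sgNT 3. They were 152 and 58 without sgDGAT1a 1, 81 and 28 without sgDGAT1a 2, and 1074 and 522 without sgDGAT1a 3. Averaging left 0 and 0 by limma, with 2524 genes at an unadjusted p under 0.05. Quantile normalization gave 1220 and 793, or 39.4% lower against 27.5%, and moved the median of all genes to -0.12.

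The replicate number as a block left *dgat1a* at -1.44 (adjusted p = 0.0696 from limma) and 366 genes higher and 116 lower, of which 354 and 108 were also called without the block. Libraries with the same number did not deviate together (correlations across genes of -0.0743, -0.0515 and -0.144), so the numbers do not pair the samples.

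With camera and an estimated correlation, the adjusted p was 0.446 for G2/M, 0.656 for S phase and 0.380 for the extracellular matrix, stress, ribosome biogenesis and muscle contraction lists. With fry it was 0.112 for G2/M and 0.344 for S phase, and the other 4 lists kept their call. Camera with a preset correlation kept all 6 calls. Over 19 alternatives the adjusted p ranged from 6.81e-18 to 0.446 for G2/M, 2.32e-10 to 0.656 for S phase, and up to 0.380 from 5.14e-22 for the extracellular matrix, 1.56e-11 for stress, 7.42e-20 for ribosome biogenesis and 8.06e-27 for muscle contraction.

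Lists without a call gained one in places. Fatty acid synthesis had an adjusted p of 0.0232 with fry, 0.0331 with quantile normalization and 0.0317 with averaged libraries (range 0.0223 to 0.380), and 0.0223 to 0.133 with 1 library left out, the lowest without sgDGAT1a 1. Lipid droplets had 0.0358 with fry (range 0.0358 to 0.692). Pigmentation had 0.0321 with camera and a preset correlation, 0.0340 without a filter and 0.0201 with a mean of at least 50. With 1 library left out it ranged from 6.46e-06 without sgDGAT1a 3 to 0.333, with 0.0124 without sgNT 2, and it changed direction when ranked by log2 fold change (adjusted p = 1, range 6.46e-06 to 1). Nuclear oxidative phosphorylation had 0.00132 with averaged libraries, and 0.00270 to 0.955 with 1 library left out: 0.00624 without sgNT 2 and 0.00270 without sgDGAT1a 1 in the same direction, 0.0335 without sgNT 3 and 0.0198 without sgDGAT1a 3 in the other (range 0.00132 to 1).

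Other changes of direction were those of fatty acid oxidation with camera (0.966 preset, 0.981 estimated) and without sgDGAT1a 3 (0.610, range with 1 library left out 0.610 to 1, over all alternatives 0.600 to 1), glycolysis with camera (0.737 and 0.981) and without sgDGAT1a 3 (0.0496, range with 1 library left out 0.0496 to 0.679, over all 0.0496 to 0.981), and the tricarboxylic acid cycle without a filter (0.999), with quantile normalization (0.756), without sgDGAT1a 1 (0.994, range with 1 library left out 0.679 to 1, over all 0.679 to 1) and with averaged libraries (0.995).

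In the single cells, the stress list in the stressed cluster moved from 0.59 to 0.34 in thinned cells, with the cells below 7095 corrected counts left out. With genes of at least 200 corrected counts only, fatty acid synthesis in the melanocytic cluster went from -0.08 to 0.25 (percentile 85.7 to 99.5). Under the same minimum, G2/M in the proliferative cluster went from 5.74 to 5.02. Each list then held fewer genes. The other 85 list values stayed within 0.25 of the values reported. No alternative for doublets or for the sex of the fish gave a value. The depth of the bulk libraries is unknown, and corrected counts are not counts of molecules, so what depth alone limits cannot be given for either.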

Differences from the paper's values

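The values compared with the paper's were the number of cells, the fold changes of 15 genes in the single-cell clusters (Supplementary Data 1) and the log2 fold changes of 4 genes in the sorted cells (the part of Supplementary Data 2 used here). The number of cells matches. The 15 fold changes of Supplementary Data 1 match on the scale Seurat uses, log2(mean corrected count + 1) in the cluster minus that in the other 4, which is not the scale of the log2 ratios given at the claims. On that scale *fosb* in the stressed cluster was 0.75, as in the paper, and 0.48 in thinned cells without the cells below 7095 corrected counts. For *myl1* the paper's log2 fold change is 3.73 (standard error 3.61) and the value here 6.86, and for *myl13* they are 5.17 (standard error 1.49) and 6.69. These gaps are within the larger of the paper's standard error and the replicate SD here. They exceed it without sgNT 3 (8.37 for *myl1* and 7.97 for *myl13*) and without sgDGAT1a 3 (7.58 and 7.52). For *cyp8b3* the paper gives 6.39 and the value here is 6.42, and for *uraha* 6.01 and 6.06.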

Other observations

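The tests of explanations and the counts of other splits in this part were chosen after the results were seen, while the lists and their tests were planned.

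The lower cell cycle expression of sgDGAT1a rests on sgNT 1 and sgNT 2. The third control, sgNT 3, had a median of -0.811 for G2/M genes and -0.806 for S phase genes relative to the control mean, within or below the range of the sgDGAT1a libraries, which is what a difference of sgNT 1 and sgNT 2 from the other 4 libraries would give. Of 10 splits of the 6 libraries, 4 gave a G2/M score as large as the real one and 4 an S phase score as large, and these were the splits that keep sgNT 1 and sgNT 2 together. For ribosome biogenesis 3 splits gave a score as large, for muscle contraction 2, for the extracellular matrix 1, and for the number of genes past the thresholds 1. With 10 splits chance cannot be excluded for any of these results. Dilution of melanoma RNA by RNA of other cells could also lower cell cycle genes. The melanophore markers cannot decide this, since their median of -0.0772 comes from 6 genes higher and 6 lower. The neural crest markers went both ways too, with 6 higher and 5 lower. An effect of the knockout on proliferation stays open.

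Libraries 1 and 2 of each group were nearly alike. A single library under 2 numbers is argued against, since sgNT 1 and sgNT 2 differed with an SD of 0.159 on the log2 scale over well expressed genes, above the 0.0341 that counting alone would give if these were reads. Both may be preparations from 1 tumor or pool. Their correlation across genes of 0.962 cannot tell this apart from similar tumors, since the tumors behind each library are not named.

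Xanthophore markers had a median log2 ratio of 1.07 in the melanocytic cluster, with 4 of 6 genes higher, led by *gch2* at 5.76 corrected counts per cell. The 3 markers not seen in the paper's table had a median of -0.878, with 1 higher, so the choice of markers is a candidate explanation of the lead. Neural crest markers had a median of 0.03 in that cluster, keratinocyte markers 0.66 in the invasive and fibroblast markers 0.48 in the melanocytic cluster.

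TME cells with *pmela* above 0 may owe it to the depth correction, which adds counts to shallow cells. The share was 22.2% of those with at least 2000 raw UMIs, against all 325 shallower ones.

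Metabolic lists were not past 0.05 in the sorted cells by fgsea. The normalized enrichment score was 0.51 for fatty acid oxidation (adjusted p = 1), 1.44 for fatty acid synthesis (0.112), 1.11 for lipid droplets (0.421), 0.69 for nuclear oxidative phosphorylation (1), -0.55 for the tricarboxylic acid cycle (1), 1.17 for glycolysis (0.361) and -1.45 for pigmentation (0.0727). The glycolysis list had a median log2 fold change of -0.30 and a mean of 0.49, and the tricarboxylic acid cycle list a median of 0.02, so their medians differ in sign from the scores.

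In the single cells, *dgat1a* averaged 0.171 corrected counts per melanocytic cell against 0.0310 in the other 4 clusters (log2 ratio 2.50) and 0.000775 in the TME. Among cells with at least 2000 raw UMIs, 17.7% of the melanocytic cells (exact 95% interval 14.4 to 21.4) and 0.104% of the TME cells had it above 0. *dgat1b* averaged 0.0104 against 0.0110 and *plin2* 0.0311 against 0.0210, with 0.129 in the TME.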
